# Hepatic inactivation of murine *Surf4* results in marked reduction in plasma cholesterol

**DOI:** 10.7554/eLife.82269

**Published:** 2022-10-04

**Authors:** Vi T Tang, Joseph McCormick, Bolin Xu, Yawei Wang, Huan Fang, Xiao Wang, David Siemieniak, Rami Khoriaty, Brian T Emmer, Xiao-Wei Chen, David Ginsburg

**Keywords:** secretion, SURF4, PCSK9, APOB, cholesterol, Mouse

## Abstract

PCSK9 negatively regulates low-density lipoprotein receptor (LDLR) abundance on the cell surface, leading to decreased hepatic clearance of LDL particles and increased levels of plasma cholesterol. We previously identified SURF4 as a cargo receptor that facilitates PCSK9 secretion in HEK293T cells (Emmer et al., 2018). Here, we generated hepatic SURF4-deficient mice (*Surf4^fl/fl^ Alb-Cre^+^*) to investigate the physiologic role of SURF4 in vivo. *Surf4*^*fl/fl*^ *Alb-Cre*^*+*^ mice exhibited normal viability, gross development, and fertility. Plasma PCSK9 levels were reduced by ~60% in *Surf4^fl/fl^ Alb-Cre^+^* mice, with a corresponding ~50% increase in steady state LDLR protein abundance in the liver, consistent with SURF4 functioning as a cargo receptor for PCSK9. Surprisingly, these mice exhibited a marked reduction in plasma cholesterol and triglyceride levels out of proportion to the partial increase in hepatic LDLR abundance. Detailed characterization of lipoprotein metabolism in these mice instead revealed a severe defect in hepatic lipoprotein secretion, consistent with prior reports of SURF4 also promoting the secretion of apolipoprotein B (APOB). Despite a small increase in liver mass and lipid content, histologic evaluation revealed no evidence of steatohepatitis or fibrosis in *Surf4^fl/fl^ Alb-Cre^+^* mice. Acute depletion of hepatic SURF4 by CRISPR/Cas9 or liver-targeted siRNA in adult mice confirms these findings. Together, these data support the physiologic significance of SURF4 in the hepatic secretion of PCSK9 and APOB-containing lipoproteins and its potential as a therapeutic target in atherosclerotic cardiovascular diseases.

## Introduction

An elevated plasma level of low-density lipoprotein (LDL) is a major risk factor for atherosclerotic cardiovascular disease (Chapman et al., 2011), which is the leading cause of death worldwide. LDL is derived in the circulation by processing of very-low-density lipoprotein (VLDL) particles, which is synthesized and secreted by the liver. In humans, the major protein component of VLDL is APOB100, which is cotranslationally lipidated in the endoplasmic reticulum (ER) (Kolovou et al., 2015). LDL is cleared from circulation by the LDL receptor (LDLR) on cell surfaces. Proprotein convertase subtilisin/kexin type 9 (PCSK9) is a soluble protein that is secreted by the liver and negatively regulates LDLR abundance by inducing its degradation (Benjannet et al., 2004).

Proteins destined for extracellular secretion are transported from the endoplasmic reticulum (ER) to Golgi by COPII coated vesicles/tubules (Bonifacino and Glick, 2004; Palade, 1975). SEC24 is a key component of the COPII inner coat, which appears to play a primary role in selecting cargo proteins for export from the ER (Miller et al., 2002). The mammalian genome encodes 4 paralogs of *Sec24* (*Sec24a-d*) (Wendeler et al., 2007). Mice genetically deficient in SEC24A exhibit moderate hypocholesterolemia due to a selective block in PCSK9 secretion from the ER, resulting in an ~50% reduction in plasma PCSK9 levels (Chen et al., 2013).

We previously reported a whole genome CRISPR screen in HEK293T cells heterologously expressing PCSK9, identifying Surfeit locus protein 4 (SURF4) as the putative cargo receptor potentially linking PCSK9 within the ER lumen to SEC24A on the cytoplasmic face of the ER membrane (Emmer et al., 2018). SURF4 is a 29 kDa protein with multiple transmembrane domains that localizes to the ER and ER-Golgi intermediate compartment (ERGIC) (Mitrovic et al., 2008). SURF4 is a homolog of Erv29p*,* a well-characterized cargo receptor in yeast that mediates the ER to Golgi trafficking of pro-α-mating factor (Belden and Barlowe, 2001). The SURF4 ortholog in *C. elegans*, SFT-4, controls the ER export of the yolk protein VIT-2 (Saegusa et al., 2018). Recent studies in human cells have also implicated SURF4 in the trafficking of other cargoes, including apolipoprotein B (APOB) (Emmer et al., 2020; Saegusa et al., 2018; Wang et al., 2021b), erythropoietin (EPO) (Lin et al., 2020), growth hormone, dentin sialophosphoprotein, and amelogenin (Yin et al., 2018). A role for SURF4 in APOB secretion was further supported by a recent study in which acute deletion of hepatic *Surf4* in adult mice caused hypocholesterolemia and a reduction in hepatic lipoprotein secretion (Wang et al., 2021b).

To investigate the physiologic significance of SURF4 in the secretion of PCSK9 and other putative cargoes, we previously generated mice with germline deletion of *Surf4*, which resulted in early embryonic lethality (Emmer et al., 2020). We now report the generation and characterization of mice with *Surf4* selectively inactivated in the liver by combining a conditional *Surf4* allele (*Surf4^fl^*) with a Cre recombinase expressed under the control of the albumin promoter (*Alb-Cre*). *Surf4^fl/fl^ Alb-Cre^+^* mice exhibit normal development, survival and fertility, with marked plasma hypocholesterolemia associated with a hepatic secretion defect for PCSK9 and APOB-containing lipoproteins without evidence for liver injury. Acute inactivation of hepatic *Surf4* by CRISPR/Cas9 or liver-targeted siRNA in adult mice further confirms these findings and the potential of hepatic SURF4 as a therapeutic target in atherosclerotic cardiovascular disease.

## Results

### Liver-specific deletion of *Surf4* is compatible with normal development and survival in mice

To investigate long term *Surf4* inactivation in hepatocytes in vivo, we generated mice with the *Surf4* gene genetically inactivated specifically in the liver by combining a previously reported conditional *Surf4* allele (in which *Surf4* exon 2 is flanked by loxP sites, denoted *Surf4^fl^*) (Wang et al., 2021b) with a *Cre* recombinase transgene under control of the *Albumin* promoter (*Alb-Cre*). *Surf4^fl/fl^ Alb-Cre^+^* mice were observed at the expected Mendelian ratio (Table 1). Both male and female *Surf4^fl/fl^ Alb-Cre^+^* mice are fertile and produce offspring of the predicted genotypes at expected Mendelian ratios (Table 1).

**Table 1.** Genotype distribution of offspring of *Surf4^fl/fl^ Alb-Cre^+^*and *Surf4^fl/+^ Alb-Cre^-^* intercrosses.

Genotype(Expected)	*Surf4^fl/+^ Alb-Cre^-^*(25%)	*Surf4^fl/+^ Alb-Cre^+^*(25%)	*Surf4^fl/fl^ Alb-Cre^-^*(25%)	*Surf4^fl/fl^ Alb-Cre^+^*(25%)	*p* (χ^2^)
Mating	♂ *Surf4^fl/fl^ Alb-Cre^-^* X ♀ *Surf4^fl/+^ Alb-Cre^+^*				
	61 (25.8%)	71 (30.1%)	60 (25.4%)	44 (18.6%)	0.096
Mating	♂ *Surf4^fl/+^ Alb Cre ^-^* X ♀ *Surf4^fl/fl^ Alb-Cre^+^*				
	8 (18.6%)	9 (20.9%)	12 (27.9%)	14 (32.6%)	0.549
					

Excision of exon 2 is predicted to result in a frameshift mutation and the generation of a premature termination codon 8 base pairs downstream of the new exon1-3 junction (Figure 1A). 

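In the GRCm38 reference, exon 2 of *Surf4* spans positions 26926769 to 26926955 of chromosome 2 and has 187 bases, all of them coding. This length leaves a remainder of 1 when divided by 3. Exon 1 contributes 48 coding bases, and exon 3 starts at position 26925684 on the minus strand. With exon 1 joined to exon 3, the sequence around the junction reads CCGAGGACTTCGCCGACCAG in exon 1 and CTGGCTGTGTTTTGGTGCTG in exon 3. Translated from the annotated start codon, this mRNA encodes 22 amino acids before a TGA stop at codon 23. There are 18 bases between the junction and the first base of that stop codon. The full-length mRNA encodes 269 amino acids before its TAA stop.

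**Figure D1:**
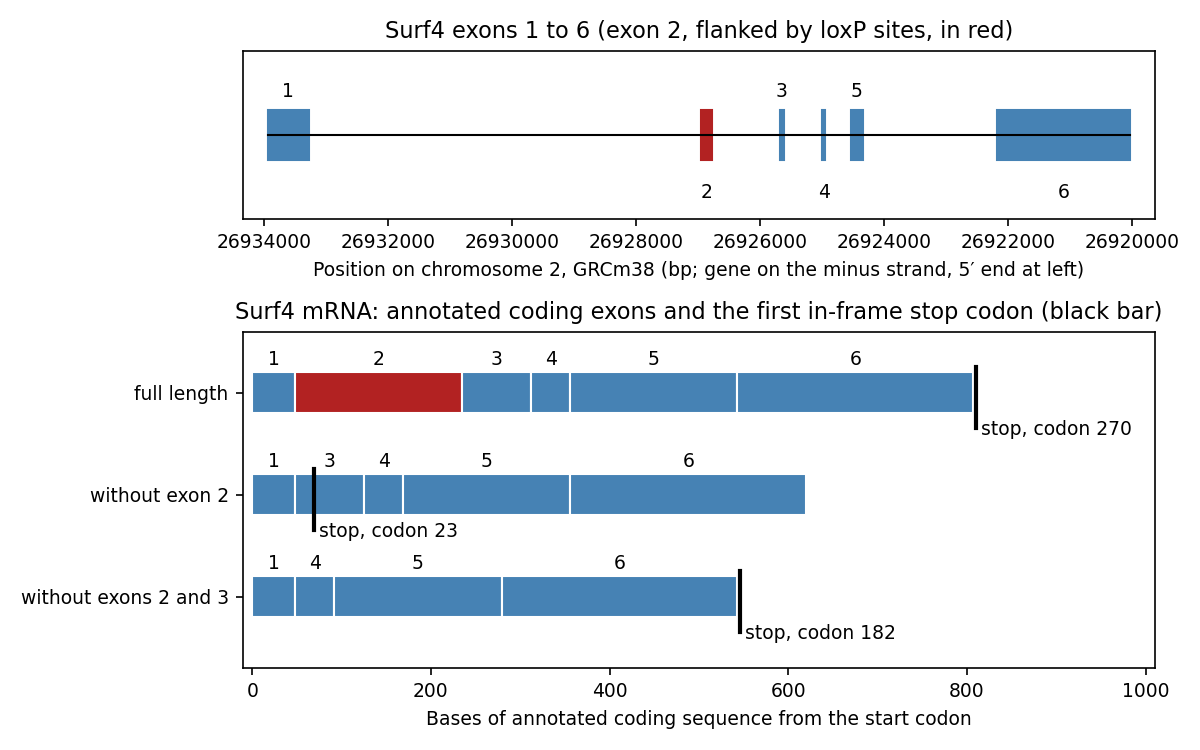
Exons 1 to 6 of *Surf4* by position on chromosome 2 of GRCm38 in bp (top), and the annotated coding sequence in bases from the start codon for the full-length mRNA and the mRNA without exon 2 or without exons 2 and 3 (bottom), with black bars at the first in-frame stop codon. The stop lies at codon 270 in the full-length mRNA, at codon 23 without exon 2 and at codon 182 without exons 2 and 3.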

Analysis of genomic DNA collected from mouse tails and livers of *Surf4^fl/fl^ Alb-Cre^+^* mice demonstrated efficient Cre-mediated excision of *Surf4* exon 2 only in the liver (Figure 1B), with the level of exon 2 containing *Surf4* transcripts in *Surf4^fl/fl^ Alb-Cre^+^* mice reduced to ~5% of controls (Figure 1C). This residual unexcised *Surf4* mRNA is likely derived from nonhepatocyte cell types in the liver. Quantitative PCR of liver cDNA using primers outside of exon 2 demonstrated a 38% reduction in total *Surf4* mRNA transcript in *Surf4^fl/fl^ Alb-Cre^+^* mice compared to *Surf4^fl/fl^ Alb-Cre^-^* littermates, likely due to nonsense mediated mRNA decay (Popp and Maquat, 2013). 

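Liver mRNA was sequenced from 3 *Surf4 fl/fl Alb-Cre+* mice and 3 *Surf4 fl/fl Alb-Cre-* littermate controls, with a single library per mouse. In each genotype, replicates 1 and 3 were male and replicate 2 was female. The Y-linked gene *Ddx3y* had between 19.3 and 22.3 TPM (transcripts scaled to a fixed total per mouse) in the male mice and 0 TPM in both female mice. The authors deposited TPM for 116748 transcripts, which add up to 1000000 in each mouse. TPM do not keep the number of reads, so the sequencing depth of each library is unknown here. The methods name STAR and RSEM, whereas the deposited table is labelled with the quantifier salmon. For the comparisons between genotypes, TPM were summed over the transcripts of each gene, which gave 35703 genes. The number of genes with at least 1 TPM ranged from 10070 to 11139 in *Surf4 fl/fl Alb-Cre+* mice and from 10242 to 10835 in littermate controls. The 14219 genes with a mean of at least 0.1 TPM were compared on log2(TPM + 0.1) with limma, a linear model with variances moderated across genes, and p-values were adjusted by the Benjamini-Hochberg method. A log2 fold change is the mean of *Surf4 fl/fl Alb-Cre+* mice minus the mean of littermate controls. Across genes, which are not independent replicates, the deviations of mice with the same replicate number from the mean of their genotype had a mean Pearson correlation of 0.44. Part of this follows sex, as replicate 2 is the female mouse of each genotype, but among male mice the correlations were 0.366 and 0.37 with the same number and 0.17 and 0.0885 with different numbers. The comparison was therefore repeated with the replicate number as a block, which changes the standard error of a log2 fold change and not its value. The number of mice limits the precision of every comparison. Reads that span exon junctions were not analysed here.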

Analysis of *Surf4* mRNA transcripts by RNA sequencing confirmed the expected reduction of reads spanning the exon 1–2 and exon 2–3 junctions in *Surf4^fl/fl^ Alb-Cre^+^* mice compared to controls (150 and 148 vs 2,623 and 2490 reads, respectively, Figure 1D and Figure 1—figure supplement 1). Consistent with the qPCR data and incomplete nonsense mediated mRNA decay, we identified 928±51 reads mapping to the exon1-exon3 junction of the *Surf4* mRNA in liver from *Surf4^fl/fl^ Alb-Cre^+^* mice and zero in *Surf4^fl/fl^ Alb-Cre^-^* samples (Figure 1—figure supplement 1). This residual exon 2 excised mRNA in *Surf4^fl/fl^ Alb-Cre^+^* liver contains a premature stop codon near the start of the SURF4 coding sequence (codon 23 of 270), which is expected to be translated into a nonfunctional, truncated protein (Figure 1A).

**Figure 1.**
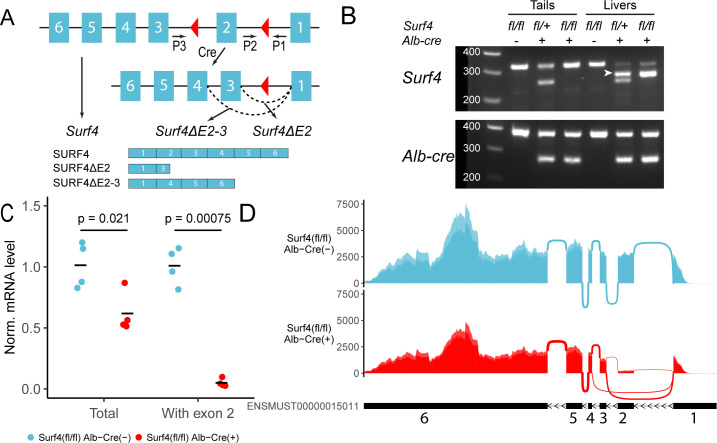
Generation of hepatocyte-specific *Surf4* deficient mice. (**A**) Schematic presentation of the *Surf4* conditional allele. Blue rectangles represent exons and black line segments represent introns. Red triangles denote loxP sites. Expression of a *Cre* recombinase leads to excision of exon 2, which results in the generation of a *Surf4* mRNA lacking exon 2 (*Surf4ΔE2*) or both exon 2 and 3 (*Surf4ΔE2-3*). *Surf4ΔE2* mRNA is translated into a truncated SURF4 that is only 22 amino acids in length. *Surf4ΔE2-3* mRNA restores the reading frame, producing an internally truncated protein missing the 88 amino acids encoded by exon 2 and 3. P1, P2, P3 indicate the positions for *Surf4* genotyping primers (Supplementary file 1). Dashed arcs represent splicing events. Exons and introns are not drawn to scale. (**B**) Agarose gel electrophoresis of PCR products generated using genomic DNA (gDNA) isolated from mouse tails and livers and primers P1-3 shown in (**A**) (Figure 1—source data 1). For *Surf4* genotyping, the wild type allele produces a smaller PCR product whereas the conditional allele produces a larger amplicon. Excision of exon 2 results in the generation of a PCR product of intermediate size (white arrowhead) that is present in gDNA isolated from the livers of *Alb-Cre^+^* mice only. For *Alb-Cre* genotyping, presence of the *Cre* transgene results in a smaller PCR product. The upper band represents the amplification of an internal control (Supplementary file 1). (**C**) Quantification of normalized (Norm.) *Surf4* mRNA abundance by quantitative PCR of liver cDNA from control (*Surf4^fl/fl^ Alb-Cre^-^*) and *Surf4^fl/fl^ Alb-Cre^+^* mice (n=4 per genotype). Crossbars represent the mean normalized abundance in each group. The denoted p-values were calculated by two-sided Student’s t-test. (**D**) Density plots of RNA-seq reads mapping along exons and exon-exon junctions of *Surf4* mRNA. *Surf4^fl/fl^ Alb-Cre^+^* mice have lower overall read counts due to incomplete nonsense mediated mRNA decay. Arcs between exons represent splicing events and line thickness is proportional to read count. Exact read count for each junction is presented in Figure 1—figure supplement 1. Figure 1—source data 1.Uncropped and unedited gel shown in Figure 1B.

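*Surf4* lies on the minus strand of chromosome 2 of GRCm38, from 26920040 to 26933928. Its mRNA, summed over transcripts, was 61.7 ± 9.07 TPM (SD, n = 3) in *Surf4 fl/fl Alb-Cre+* mice and 93.2 ± 1.17 TPM (SD, n = 3) in littermate controls. Every *Surf4 fl/fl Alb-Cre+* mouse had a lower value than every control (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). This test treats all mice as exchangeable and takes no account of the replicate number. The log2 fold change was -0.60 (standard error 0.13, adjusted p = 1 from limma). With the replicate block, the standard error was 0.11 and the adjusted p was 0.476, and the log2 differences within the pairs of same-numbered mice were -0.65, -0.40 and -0.77. With each mouse left out in turn, the log2 fold change stayed between -0.72 and -0.52, and the largest move came from leaving out *Surf4 fl/fl Alb-Cre+* replicate 2. Between 98.0% and 100% of the *Surf4* TPM of a mouse was assigned to the annotated transcript with 6 exons. All 3 annotated *Surf4* transcripts in the table contain exon 2, so these values do not separate mRNA with and without exon 2. In the authors' deposited table, the paper's log2 fold change of *Surf4* is -0.60 (standard error 0.15) with an adjusted p of 0.0508.

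**Figure D2:**
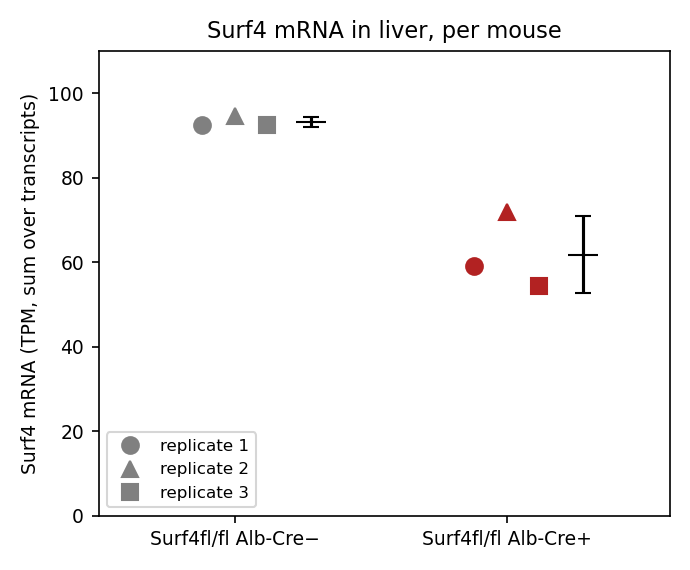
*Surf4* mRNA in liver in TPM (vertical axis) for each mouse, by genotype, with the replicate number as the symbol and the mean and SD as the black bar. Values were 54.3 to 71.8 TPM in *Surf4 fl/fl Alb-Cre+* mice and 92.5 to 94.5 TPM in littermate controls.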

**Figure 1—figure supplement 1.**
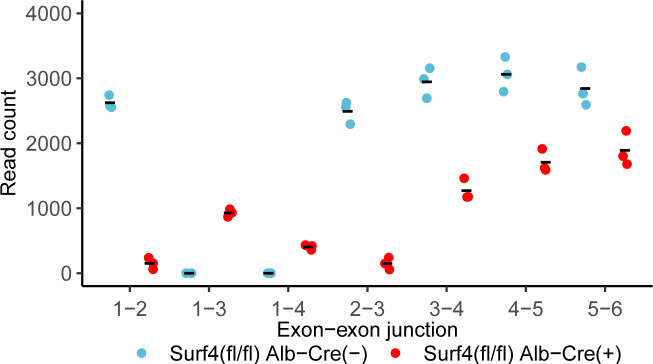
Read counts mapping to exon-exon junctions along the *Surf4* transcript based on RNA-sequencing data. n=3 per genotype. Crossbars represent the mean read count in each sample.

We also detected 404±39 reads (none in controls) mapping to the exon1-4 junction of an alternatively spliced *Surf4* mRNA in *Surf4^fl/fl^ Alb-Cre^+^* mice (Figure 1D). 

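Exon 3 of *Surf4* has 77 bases (26925608 to 26925684 on chromosome 2 of GRCm38). Exons 2 and 3 together hold 264 coding bases, a multiple of 3. When both are left out of the reference mRNA, exon 1 joins exon 4 at the sequence ACAATTGCCTATAGCATTTT. The predicted protein has 181 amino acids and lacks 88, which is 32.7% of the full-length protein.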

Exclusion of exon 2 and 3 is predicted to restore the reading frame and result in the production of an internally deleted SURF4, missing ~1/3 of the full length sequence (Figure 1A). Though also likely to be nonfunctional, residual activity and/or a dominant-negative effect of this internally deleted SURF4 cannot be excluded.

### Reduced circulating PCSK9 and increased LDLR levels in *Surf4^fl/fl^ Alb-Cre^+^* mice

We previously demonstrated a key role of SURF4 in the efficient trafficking of PCSK9 heterologously expressed in HEK293T cells (Emmer et al., 2018). To test the dependence of PCSK9 secretion on SURF4 in vivo, we first examined steady state serum PCSK9 levels in *Surf4^fl/fl^ Alb-Cre^+^* and *Surf4^fl/fl^ Alb-Cre^-^* control mice. Serum PCSK9 levels are reduced by ∼60% in *Surf4^fl/fl^ Alb-Cre^+^* mice compared to *Surf4^fl/fl^ Alb-Cre^-^* mice (from 46.0±19.0 ng/mL to 17.8±6.42 ng/mL, Figure 2A), although PCSK9 accumulation was not observed in liver lysates (Figure 2B–C). Quantitative RT-PCR revealed that *Pcsk9* mRNA levels were also unchanged (Figure 2—figure supplement 2), consistent with a defect in PCSK9 protein secretion rather than gene expression as the cause for decreased plasma PCSK9 levels.

**Figure 2.**
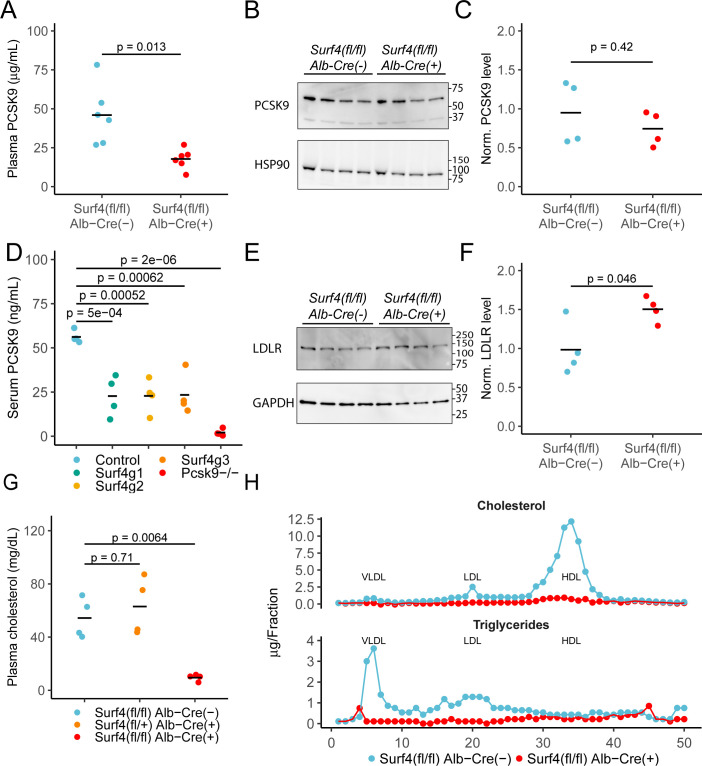
Deletion of hepatic *Surf4* results in decreased serum PCSK9 level and profound hypocholesterolemia in mice. (**A**) Serum PCSK9 levels measured by ELISA in *Surf4^fl/fl^ Alb-Cre^+^* mice and *Surf4^fl/fl^ Alb-Cre^-^* littermate controls (n=6 per genotype). (**B**) Immunoblot for PCSK9 and HSP90 (loading control) in liver lysates collected from control and *Surf4^fl/fl^ Alb-Cre^+^* mice (n=4 per genotype) (Figure 2—source data 1). (**C**) Quantification of liver PCSK9 levels presented in (**B**) (n=4 per genotype). (**D**) Serum PCSK9 levels in mice in which hepatic *Surf4* was acutely inactivated by CRISPR/Cas9 (n=4 per group). (**E**) Immunoblot of liver lysates collected from control and *Surf4^fl/fl^ Alb-Cre^+^* mice (n=4 per genotype) for LDLR and GAPDH (loading control) (Figure 2—source data 1). (**F**) Quantification of liver LDLR levels presented in (**E**). (**G**) Steady-state plasma cholesterol levels in 2 months old control (*Surf4^fl/fl^ Alb-Cre^-^*), heterozygous (*Surf4^fl/+^ Alb-Cre^+^*), and homozygous (*Surf4^fl/fl^ Alb-Cre^+^*) *Surf4* deleted mice. (**H**) Fractionation of lipoproteins in mouse serum by fast protein liquid chromatography (FPLC). Cholesterol and triglyceride levels were measured in each fraction. Each control and *Surf4^fl/fl^ Alb-Cre^+^* sample was pooled from sera of 5 mice. Fractions corresponding to VLDL, LDL, and HDL are annotated. Crossbars represent the mean in all plots. For comparisons between control and *Surf4^fl/fl^ Alb-Cre^+^*, p-values were calculated by two-sided Student’s t-test. For comparison between control, heterozygous, and *Surf4^fl/fl^ Alb-Cre^+^ mice*, p-values were obtained by one-way ANOVA test followed by Tukey’s post hoc test. Molecular weight markers notated are in kDa. Figure 2—source data 1.Uncropped and unedited blots shown in Figure 2.

**Figure 2—figure supplement 1.**
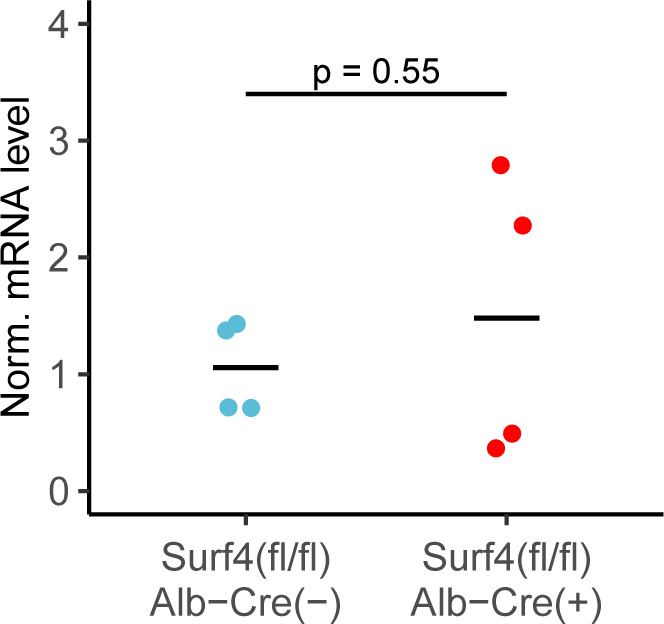
Normalized (Norm) *Pcsk9* mRNA levels in *Surf4^fl/fl^ Alb-Cre^-^*.and *Surf4^fl/fl^ Alb-Cre^+^* mice. n=4 per genotype. Crossbars represent the mean, p-values were obtained from a two-sided Student’s t-test.

**Figure 2—figure supplement 2.**
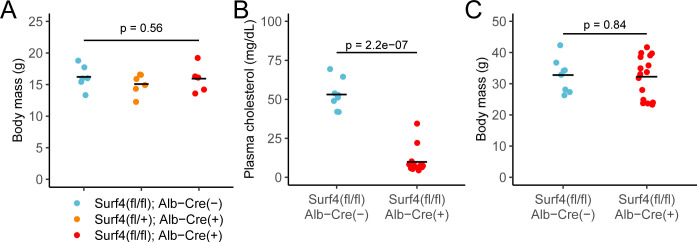
Hepatic *Surf4* inactiavtion does not affect body mass while hypocholestrolemia is sustained through at least 1 year of age. (**A**) Body mass of control (*Surf4^fl/fl^ Alb-Cre^-^*), heterozygous (*Surf4^fl/+^ Alb-Cre^+^*), and homozygous (*Surf4^fl/fl^ Alb-Cre^+^*) mice at 2 months of age (n=6 per genotype). p-value was obtained by a one-way ANOVA test. (**B–C**) Serum cholesterol and body mass of 1-year-old control (n=8) and *Surf4^fl/fl^ Alb-Cre^+^* mice. p-values were obtained from a two-sided Student’s t-test. For all panels: crossbars represent the mean.

In contrast to the above findings, Wang et al reported no change in plasma PCSK9 levels in *Surf4^fl/fl^ Alb-Cre^+^* mice (Wang et al., 2021a). To address this issue, and to exclude complex adaptation to hepatic SURF4 deletion induced in utero, we acutely inactivated hepatic *Surf4* in adult mice using a previously reported Cas9 mouse system (Wang et al., 2021b). Analyses utilizing three different *Surf4* targeting sgRNAs demonstrated a reproducible ~40% reduction in plasma PCSK9 levels for all mice receiving *Surf4* targeting sgRNA compared to controls (Figure 2D), consistent with our findings in *Surf4^fl/fl^ Alb-Cre^+^* mice.

Since PCSK9 is a negative regulator of LDLR, we next quantified LDLR levels in liver lysates collected from control and *Surf4^fl/fl^ Alb-Cre^+^* mice. As shown in Figure 2E–F, *Surf4^fl/fl^ Alb-Cre^+^* mice exhibit an ~1.5-fold increase in LDLR abundance in liver lysates compared to controls, consistent with the observed ~60% reduction in circulating PCSK9 level.

### Marked reduction of plasma cholesterol in *Surf4^fl/fl^ Alb-Cre^+^* mice

Humans with heterozygous loss of function mutations in *PCSK9* exhibit an ~28–40% reduction in circulating cholesterol (Cohen et al., 2005; Cohen and Hobbs, 2013; Hooper et al., 2007) with a similar reduction observed in *Pcsk9^+/-^* mice (Rashid et al., 2005). Though *Surf4^fl/fl^ Alb-Cre^+^* mice exhibit similar reductions in PCSK9, total serum cholesterol is markedly reduced (from 54.3±15.1 mg/dL in *Surf4^fl/fl^ Alb-Cre^-^* mice to 9.51±2.6 mg/dL in *Surf4^fl/fl^ Alb-Cre^+^* mice) (Figure 2G). No change in cholesterol was observed in the limited numbers of mice haploinsufficient for *Surf4* in the liver (*Surf4^fl/+^ Alb-Cre^+^*). Analysis of fractionated pooled sera demonstrated marked reductions in cholesterol and triglyceride content in *Surf4^fl/fl^ Alb-Cre^+^* mice among all three major classes of lipoproteins – very low density lipoprotein (VLDL), low density lipoprotein (LDL), and high density lipoprotein (HDL) (Figure 2H). This striking hypocholesterolemia phenotype is sustained through at least 1 year of age (Figure 2—figure supplement 2), with no difference in body mass between *Surf4^fl/fl^ Alb-Cre^-^* and *Surf4^fl/fl^ Alb-Cre^+^* mice (Figure 2—figure supplement 2A and Figure 2—figure supplement 2C).

Consistent with a role of SURF4 in the ER export of APOB-containing lipoproteins (Wang et al., 2021b), the mean serum APOB level in fasted *Surf4^fl/fl^ Alb-Cre^+^* mice was 3.88±2.63 mg/mL, a>98% reduction compared to *Surf4^fl/fl^ Alb-Cre^-^* mice (300±157 mg/mL, Figure 3A). Western blotting demonstrated a trend towards an accumulation of APOB in the livers of *Surf4^fl/fl^ Alb-Cre^+^* mice compared to littermate controls, predominantly in an endoglycosidase H (endo H) sensitive form (Figure 3B–C), indicative of ER retention (Freeze and Kranz, 2010).

**Figure 3.**
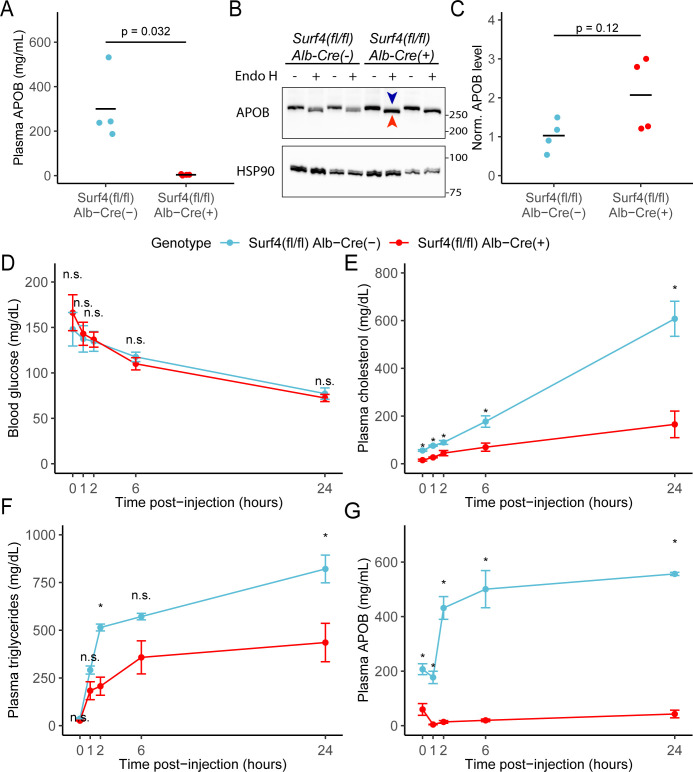
Hepatic lipoprotein and APOB secretion defect in *Surf4^fl/fl^ Alb-Cre^+^* mice. (**A**) Steady-state serum APOB levels in control and *Surf4^fl/fl^ Alb-Cre^+^* mice at 2 months of age (n=4 per genotype). (**B**) Representative immunoblot for APOB and HSP90 in liver lysates with and without endoglycosidase H (endo H) treatment. Proteins in the pre-Golgi compartments are expected to be sensitive to endo H cleavage, resulting in an electrophoretic shift on an immunoblot. Blue arrowhead indicates the endo H resistant band whereas the red arrowhead indicates the endo H sensitive band. Molecular weight markers notated are in kDa. Accumulation of endo H sensitive APOB in the absence of SURF4 suggests accumulation in the ER (Figure 3—source data 1). (**C**) Quantification of APOB abundance in control and *Surf4^fl/fl^ Alb-Cre^+^* liver lysates, without endo H treatment (n=4 per genotype). For panel A and C, crossbars represent the mean, with statistical significance determined by two-sided Student’s t-test. (**D–G**) *Surf4^fl/fl^ Alb-Cre^+^* and littermate control mice were injected with a lipoprotein lipase inhibitor to block triglyceride hydrolysis. Blood was sampled prior to and following injection over 24 hr and assayed for (**D**) glucose, (**E**) cholesterol, (**F**) triglycerides, and (**G**) APOB levels. Data are presented as mean ± SEM for each time point (n=5 per genotype). Asterisks denote p<0.05 obtained from two-sided Student’s t-test with Benjamini-Hochberg adjustment for multiple hypothesis testing, n.s., not significant. Figure 3—source data 1.Uncropped and unedited blots shown in Figure 3.

We next examined hepatic triglyceride secretion in *Surf4^fl/fl^ Alb-Cre^+^* and control mice. For this experiment, mice were fasted to remove intestinal absorption of dietary fat and tissue lipid uptake was blocked by administration of a lipoprotein lipase inhibitor, with liver triglyceride output subsequently monitored by sampling of plasma triglycerides over 24 hours. Following fasting and inhibition of triglyceride hydrolysis, blood glucose levels fell equivalently between *Surf4^fl/fl^ Alb-Cre^+^* and *Surf4^fl/fl^ Alb-Cre^-^* littermates (Figure 3D). Although serum cholesterol and triglyceride levels steadily increased in both groups over time, both levels were consistently and significantly lower in *Surf4^fl/fl^ Alb-Cre^+^* mice compared to littermate controls (Figure 3E–F). Following an initial decrease in the first hour after lipoprotein lipase inhibition, serum APOB levels steadily rose in control mice (Figure 3G). In contrast, serum APOB levels were markedly reduced at baseline in *Surf4^fl/fl^ Alb-Cre^+^* mice, and showed minimal increase after lipoprotein lipase inhibition (Figure 3G).

### Intestinal lipid absorption and tissue lipid uptake are unaffected in *Surf4^fl/fl^ Alb-Cre^+^* mice

To assess the potential role of hepatic *Surf4* gene expression on dietary lipid absorption, mice were fed a ^3^H triolein-labelled lipid load following an overnight fast. No significant differences in blood glucose, serum triglycerides, non-esterified fatty acids, or total intestinal uptake of dietary lipids were observed between control and *Surf4^fl/fl^ Alb-Cre^+^* mice (Figure 4A–D). Similarly, no significant differences were observed in tissue lipid uptake or fatty acid oxidation between *Surf4^fl/fl^ Alb-Cre^+^* mice and littermate controls (Figure 4E–F).

**Figure 4.**
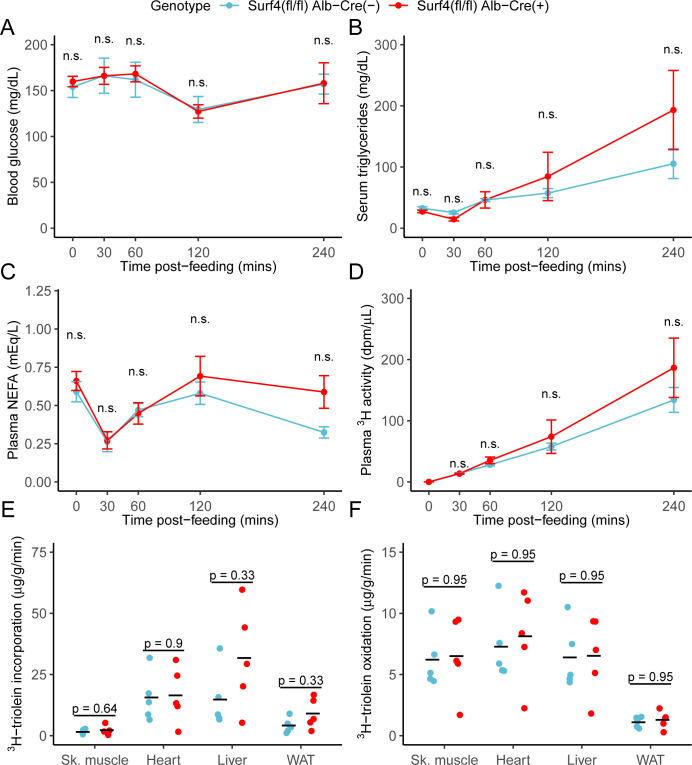
Inactivation of hepatic *Surf4* does not impact dietary lipid absorption, incorporation, and oxidation. Mice were administered ^3^H-labelled triolein by oral gavage. Blood samples were collected over 4 hr and assayed for (**A**) glucose, (**B**) triglycerides, (**C**) non-esterified fatty acids (NEFA), and (**D**) ^3^H radioactivity. Data are presented as mean ± SEM for each time point (n=5 per genotype), n.s., not significant. (**E–F**) Tissues were collected at the 4 hr time point and lipids were extracted by the Folch’s method. ^3^H radioactivity was measured in the hydrophobic phase, which represents incorporated triolein (**E**) and hydrophilic phase, which represents oxidized triolein (**F**) (n=5 per genotype). All crossbars represent the mean. The denoted p-values were obtained by two-sided Student’s t-test with Benjamini-Hochberg adjustment for multiple hypothesis testing.

### Loss of liver *Surf4* expression results in mild lipid accumulation but no steatohepatitis or fibrosis

*Surf4^fl/fl^ Alb-Cre^+^* mice exhibited mildly enlarged livers (Figure 5A), with a small increase in hepatic fat content and a reduction in lean mass compared to littermate controls (Figure 5B). However, no differences were observed in fasting hepatic cholesterol, triglyceride, phospholipid, or nonesterified fatty acid content (Figure 5C). Hepatic lipid accumulation can lead to steatohepatitis and liver damage (Ipsen et al., 2018). However, at 8–12 week of age, serum albumin, bilirubin, and liver function markers were indistinguishable between *Surf4^fl/fl^ Alb-Cre^+^* and control mice (Figure 5—figure supplement 1 and Figure 5D) and histologic analyses detected no evidence for steatohepatitis or fibrosis (Figure 5E). Finally, deep sequencing of liver mRNA identified only limited gene expression changes in response to *Surf4* deletion (Figure 5F and Supplementary file 4). 

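None of the 14219 genes tested on TPM passed an adjusted p of 0.01, and 249 had an unadjusted p under 0.05, of which 113 were higher and 136 lower in *Surf4 fl/fl Alb-Cre+* mice. The smallest adjusted p from limma was 0.457, for *Elovl2*. With the replicate block, 0 genes passed, 666 had an unadjusted p under 0.05 (323 higher and 343 lower), and the smallest adjusted p was 0.0589, for *Fabp2*. The genes under 0.05 were 1.75% of those tested without the block and 4.68% with it. Both shares are below what this threshold gives when no gene differs. The counts alone are thus no sign of changed genes, and p-values without the block may be too large. The *Surf4 fl/fl Alb-Cre+* and control values did not overlap for 696 genes, or 4.9% of those tested. By chance, 10% would be expected for 3 mice against 3 if all mice were exchangeable. Same-numbered mice resembled each other (mean correlation 0.44), so the 10% is only a rough guide. The lack of overlap alone does not set a gene apart. Of the settings tried, the one that moved the count past an adjusted p of 0.01 was leaving out *Surf4 fl/fl Alb-Cre+* replicate 1. It gave 1 gene, *Gm10240*, which was named after its values were seen and had 0 TPM in every mouse but *Surf4 fl/fl Alb-Cre+* replicates 2 and 3 (159 and 134 TPM).
In the authors' deposited table, 21 of the paper's 20566 genes have an adjusted p under 0.01, 8 of them higher and 13 lower. All 21 changed in the same direction on TPM, and for 19 the values of the genotypes did not overlap. With p-values adjusted over these 21 genes alone, 18 passed 0.01 with limma. This list is the paper's own calls on the same mice, so the smaller adjustment shows no stability. The 5 genes with the smallest p from limma were *Derl3*, *H2bc12*, *Tkfc*, *Ccl8* and *Thrsp* among the higher genes and *Elovl2*, *Fabp2*, *Fads2*, *Tspan31* and *Igkv17-127* among the lower genes.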

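The genes of fatty acid biosynthesis were taken from a list of 55 genes written before the TPM values were examined and after Supplementary file 4 had been read. Its 52 tested genes were split evenly, with 26 higher and 26 lower, and their median log2 fold change was 0.00 (adjusted p = 0.366 from limma's camera, which compares a list with all other genes). Of the elongases and desaturases of polyunsaturated fatty acids, *Elovl2*, *Elovl5*, *Fads1* and *Fads2* were lower in all 3 pairs of same-numbered mice, while *Fads6* had a log2 fold change of -0.02. *Fads3*, at 0.598 and 0.4955 TPM in the 2 genotypes, had one of 0.17, and in the authors' deposited table the paper's value for *Fads3* is -0.85. *Elovl2*, an elongase, was at 74.5 ± 17.6 TPM (SD, n = 3) in *Surf4 fl/fl Alb-Cre+* mice and 269 ± 40.9 TPM (SD, n = 3) in littermate controls, a log2 fold change of -1.87 (standard error 0.21, adjusted p = 0.457 from limma). *Fads2*, a desaturase, was at 71.4 ± 18.1 TPM (SD, n = 3) and 194 ± 22.5 TPM (SD, n = 3), a log2 fold change of -1.47 (standard error 0.21, adjusted p = 0.609). The log2 fold changes of *Elovl5* and *Fads1* were -1.35 and -1.08. *Scd1*, a desaturase of saturated fatty acids, had a log2 fold change of -1.91 (standard error 0.81), with overlapping values of 36.3 ± 37.6 and 124 ± 108 TPM (SD, n = 3 each). Other members of the list were higher: *Fasn* (fatty acid synthase) by a log2 of 1.34 (standard error 0.33), its regulator *Thrsp* by 1.88 (standard error 0.40), *Mid1ip1* by 0.91 and *Acacb* by 0.64, each in all 3 pairs of same-numbered mice. *Pklr*, from the list of de novo lipogenesis, was higher by 1.01. When p-values were adjusted over the 52 genes alone, 3 had an adjusted p under 0.05 (*Elovl2*, *Fads2* and *Thrsp*), against 0 when all genes were adjusted together. With the replicate block, 10 had one: *Elovl2*, *Elovl5*, *Fads1*, *Fads2*, *Acacb*, *Fasn*, *Scd1*, *Thrsp*, *Mid1ip1* and *Cyp7a1*. The 12 tested genes of polyunsaturated fatty acid synthesis had a median of -0.15 (9 lower, camera adjusted p = 9.07e-06) and the 21 of de novo lipogenesis a median of 0.18 (15 higher, camera adjusted p = 9.07e-06). With fry, which tests whether the list itself changes, the adjusted p was 0.574 and 0.465. Both lists were split from the fatty acid list after Supplementary file 4, which comes from the same mice, had been read. Their opposite directions are therefore no independent evidence.

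**Figure D3:**
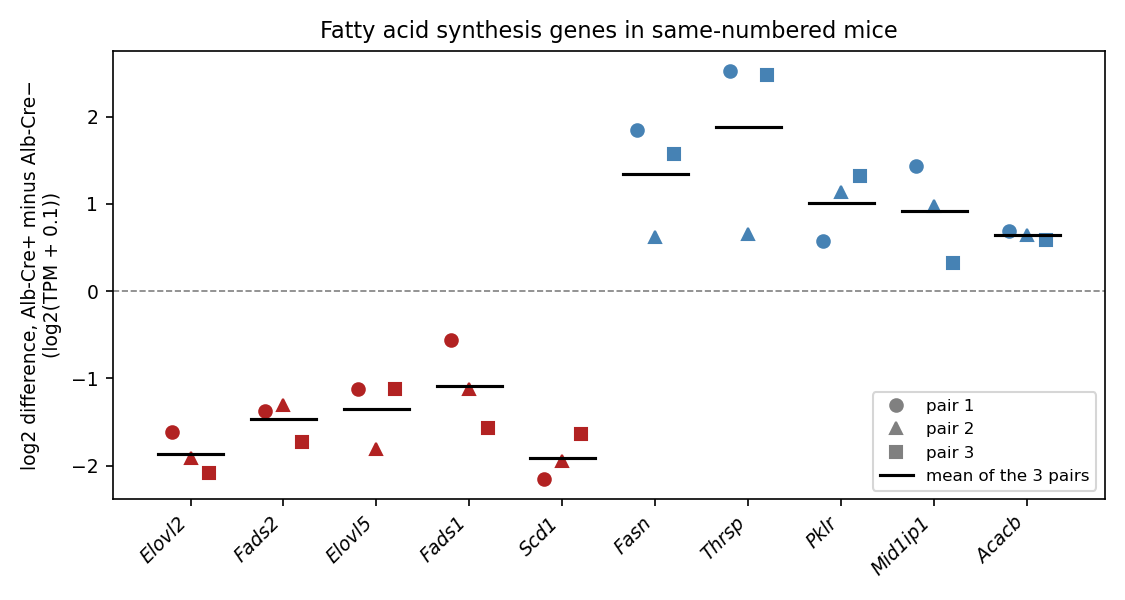
Log2 difference in mRNA between *Surf4 fl/fl Alb-Cre+* mice and littermate controls (vertical axis, from log2(TPM + 0.1)) for genes of fatty acid synthesis, with a symbol for each pair of same-numbered mice and a black bar at the mean. *Elovl2*, *Fads2*, *Elovl5*, *Fads1* and *Scd1* (red) lie below 0 and *Fasn*, *Thrsp*, *Pklr*, *Mid1ip1* and *Acacb* (blue) above 0 in all 3 pairs.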

Significant downregulation was observed for several genes involved in fatty acid biosynthesis processes (Figure 5H). 

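*Derl3* (chromosome 10 of GRCm38, 75893413 to 75895941) was at 8.74 ± 4.88 TPM (SD, n = 3) in *Surf4 fl/fl Alb-Cre+* mice and 0.796 ± 0.195 TPM (SD, n = 3) in littermate controls. Its log2 fold change was 3.19 (standard error 0.40, 95% confidence interval 2.25 to 4.14), with an adjusted p of 0.457 from limma. With the replicate block, the adjusted p was 0.197. The log2 differences in the pairs of same-numbered mice were 2.41, 3.20 and 3.97, and all *Surf4 fl/fl Alb-Cre+* mice had more *Derl3* mRNA than all controls. By p, *Derl3* ranked 1 among the higher genes on TPM, 2 with the replicate block, after *Tkfc*, and from 1 to 5 over all settings in which it was tested. Of the settings tried, a pseudocount of 1 TPM moved the log2 fold change most, to 2.34. No stretch of 31 bases of *Derl3* is shared with another annotated gene.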

The most significantly upregulated gene in *Surf4^fl/fl^ Alb-Cre^+^* mice is *Derl3*, a component of the ER-associated degradation (ERAD) pathway, which could be induced by protein accumulation in the ER of *Surf4^fl/fl^ Alb-Cre^+^* mice. 

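*Ern1* (which encodes IRE1), *Atf6* and *Eif2ak3* (which encodes PERK) are the sensors of the unfolded protein response. The log2 fold change from limma was 0.39 for *Ern1* (95% confidence interval -0.35 to 1.13), -0.04 for *Atf6* (-0.74 to 0.65) and -0.29 for *Eif2ak3* (-1.54 to 0.96), and each adjusted p was 1. With each mouse left out in turn, *Ern1* ranged from 0.064 to 0.67, *Atf6* from -0.37 to 0.15 and *Eif2ak3* from -0.77 to 0.18. The differences in the pairs of same-numbered mice were 0.26, 0.95 and -0.04 for *Ern1* and -0.05, 0.44 and -0.52 for *Atf6*. After scaling by median of ratios, those of *Ern1* were 0.28, 0.82 and 0.10. Within the pairs of same-numbered mice, *Eif2ak3* was lower (-0.27, -0.27 and -0.33, or -0.25, -0.40 and -0.19 after scaling by median of ratios), with a standard error of 0.14 and an unadjusted p of 0.0838 with the replicate block. Of 35 genes of the unfolded protein response in a list written before the TPM values were examined, 24 were higher and 11 lower, with a median log2 fold change of 0.12. Their adjusted p was 7.6e-04 with camera, 0.78 with fry and 0.0141 with camera and the replicate block. The median differed between the pairs of same-numbered mice, at 0.14, 0.44 and -0.22. Over this list alone, 0 genes had an adjusted p under 0.05 with or without the replicate block. An unadjusted p under 0.05 was seen for 3 genes, and for 6 with the replicate block. In all 3 pairs, 6 genes of the list were higher and 2 lower, or 10 and 2 after median of ratios, where the medians of the pairs were 0.16, 0.31 and -0.08. *Hspa5*, the ER chaperone BiP, had a log2 fold change of 0.44 (standard error 0.22, adjusted p = 1), with 0.40, 0.80 and 0.11 in the pairs and an unadjusted p of 0.0306 with the replicate block.

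**Figure D4:**
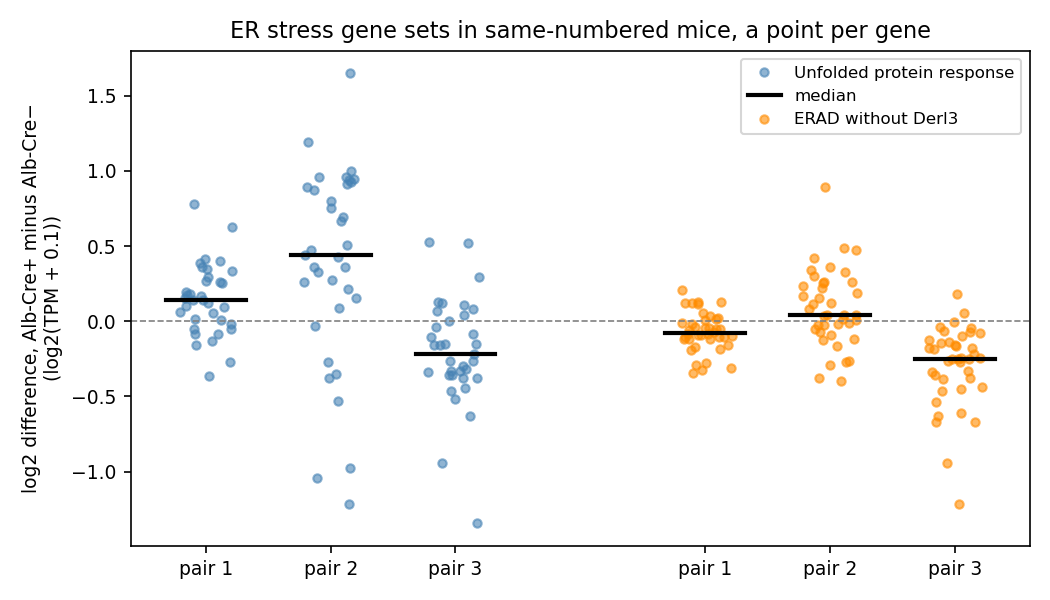
Log2 difference in mRNA between *Surf4 fl/fl Alb-Cre+* mice and littermate controls (vertical axis, from log2(TPM + 0.1)) in each pair of same-numbered mice, with a point per gene of the unfolded protein response (blue) or of ERAD without *Derl3* (orange) and a black bar at the median. The medians of the unfolded protein response genes are 0.14, 0.44 and -0.22, and those of the ERAD genes are -0.08, 0.04 and -0.25.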

Genes involved in the unfolded protein response, such as *Ire1*, *Aft6*, and *Perk* (Hetz et al., 2020), are not upgregulated in *Surf4^fl/fl^ Alb-Cre^+^* mice (Figure 5F).

**Figure 5.**
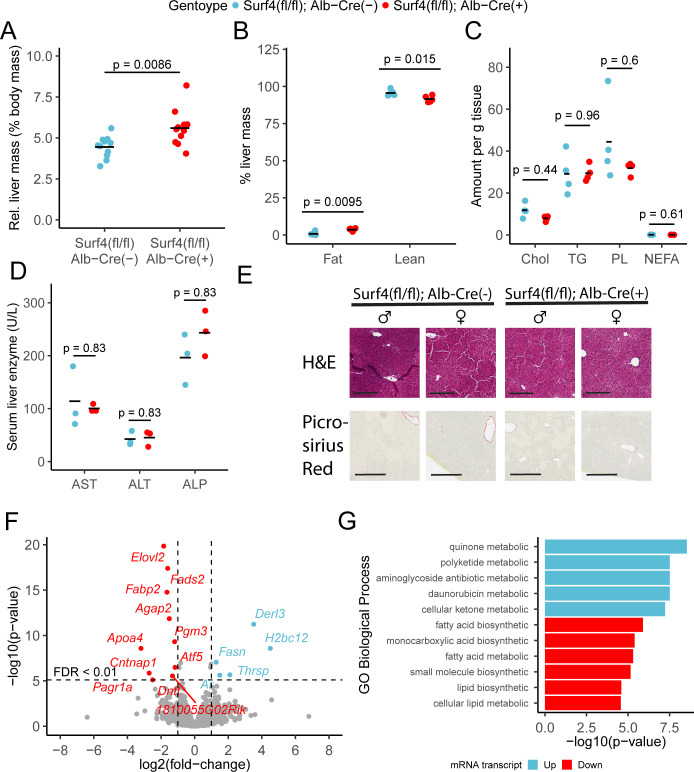
Hepatic *Surf4* deletion results in mild hepatomegaly and an increase in liver lipid content, without apparent liver dysfunction or steatohepatitis. (**A**) Relative liver mass in control and *Surf4^fl/fl^ Alb-Cre^+^* mice presented as percentage of total body mass (n=11 per genotype). (**B**) Relative fat and lean mass in the livers of control and *Surf4^fl/fl^ Alb-Cre^+^* mice measured by EchoMRI and presented as percentage of liver mass (n=5 per group). (**C**) Levels of cholesterol (Chol, mg/g tissue), triglycerides (TG, mg/g tissue), phospholipids (PL, mg/g tissue), and nonesterified fatty acid (NEFA, mEq/g tissue) in lipids extracted from the livers (n=4 per genotype). (**D**) Serum levels of asparate aminotransferase (AST), alanine transaminase (ALT), and alkaline phosphatase (ALP) (n=4 per genotype). (**E**) Hematoxylin and eosin (H&E) and picrosirius red stained liver sections from control and *Surf4^fl/fl^ Alb-Cre^+^* mice (n=4 per genotype). Scale bars represent 200 µm in H&E images and 300 µm in picrosirius red images. (**F**) Changes in mRNA transcript levels in *Surf4^fl/fl^ Alb-Cre^+^* mice compared to littermate controls (n=3 per genotype). Horizontal line represents the p-value above which the false discovery rate (FDR) is less than 0.01. Significantly up (blue) or down (red) regulated transcripts are labelled. (**G**) Significantly overrepresented Gene Ontology (GO) terms for biological processes in up and downregulated gene lists. For panels A-D: All crossbars represent the mean. p-values were obtained by two-sided Student’s t-test with Benjamini-Hochberg adjustment for multiple hypothesis testing where appropriate.

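Of the 16 genes labelled in Figure 5F, 15 are reported here. The 4 labelled as higher had log2 fold changes between 1.34 (*Fasn*) and 3.55 (*H2bc12*, standard error 0.54), and the 11 labelled as lower had values between -3.25 (*Apoa4*, standard error 0.70) and -0.03 (*Pagr1a*, standard error 0.53). The values of *Surf4 fl/fl Alb-Cre+* mice and littermate controls did not overlap for 14 of the 15, all but *Pagr1a*. *Fabp2* was at 43.9 ± 7.81 TPM (SD, n = 3) in *Surf4 fl/fl Alb-Cre+* mice and 138 ± 29.5 TPM (SD, n = 3) in littermate controls. *Apoa4* was at 219 ± 153 and 1884 ± 1265 TPM (SD, n = 3 each). *Pgm3*, *Atf5*, *1810055G02Rik* and *Agap2* fell by 1.16, 1.16, 1.29 and 1.22 on the log2 scale. *Cntnap1* had a log2 fold change of -2.24 (standard error 0.57) and *Dntt* of -2.05 (standard error 0.49). Some of these genes share sequence with others, so their reads can be assigned to more than 1 gene. Of all stretches of 31 bases, 75.3% were shared for *H2bc12* (annotated as *Hist1h2bk*), 93.2% for *Pagr1a* and 64.5% for *Apoa4*. Enrichment of Gene Ontology terms was not analysed here.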

**Figure 5—figure supplement 1.**
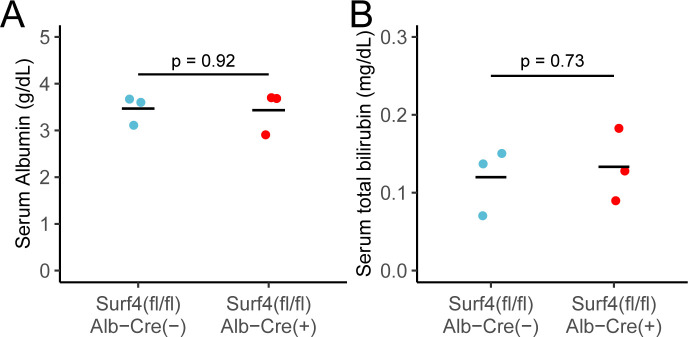
Serum (**A**) albumin and (**B**) bilirubin levels in *Surf4^fl/fl^ Alb-Cre^-^* and *Surf4^fl/fl^ Alb-Cre^+^* mice. Crossbars represent the mean. p-values were obtained from two-sided Student’s t-test.

### Dose-dependent reduction of plasma lipids in response to depletion of SURF4 by siRNA

To confirm the profound hypocholesterolemia with few adverse consequences observed in *Surf4^fl/fl^ Alb-Cre^+^* mice, and to further explore SURF4 inhibition as a potential therapeutic approach, we next tested depletion of hepatic SURF4 using liver-targeted siRNA in adult mice. Mice were treated with control or *Surf4* targeting siRNA at multiple doses between 0.5 and 4 mg/kg. Mice treated with *Surf4* targeting siRNA demonstrated a dose-dependent reduction of liver *Surf4* mRNA and protein levels (Figure 6A and Figure 6—figure supplement 1). As expected, plasma PCSK9, cholesterol, triglycerides, APOB, and APOA1 levels were inversely correlated with siRNA dosage, with the highest siRNA dose (4 mg/kg) resulting in cholesterol levels similar to those observed in *Surf4^fl/fl^ Alb-Cre^+^* mice (Figure 6B–D and Figure 6—figure supplement 1). Finally, no differences in plasma ALT and AST levels were observed between control and siRNA treated mice, suggesting that siRNA treatment and *Surf4* depletion does not lead to liver injury, even at the highest siRNA dose (Figure 6E–F).

**Figure 6.**
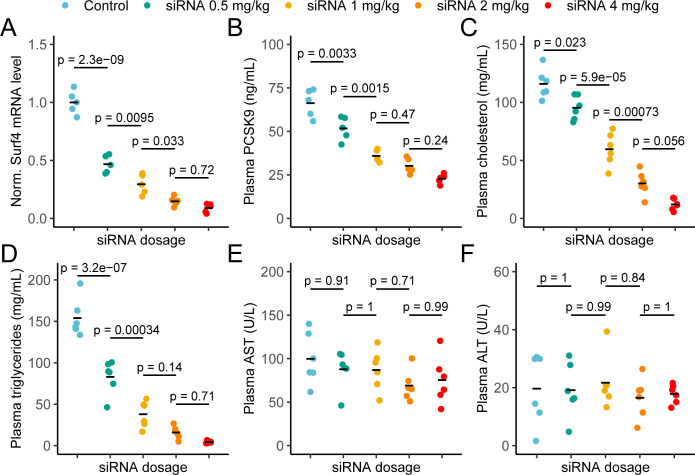
Depletion of hepatic *Surf4* by siRNA recapitulates the hypolipidemia seen in *Surf4^fl/fl^ Alb-Cre^+^* mice. (**A**) Normalized (Norm.) liver *Surf4* mRNA levels in mice treated with scrambled siRNA (control) or varying concentrations of *Surf4* targeting siRNA (n=5 per group). (**B–D**) Plasma PCSK9, cholesterol, and triglyceride levels in control and siRNA treated mice. (**E–F**) Plasma levels of asparate aminotransferase (AST) and alanine transaminase (ALT) in mice treated with control or increasing doses of *Surf4* targeting siRNA. Statistical significance was computed by one-way ANOVA test followed by Tukey’s post hoc test.

**Figure 6—figure supplement 1.**
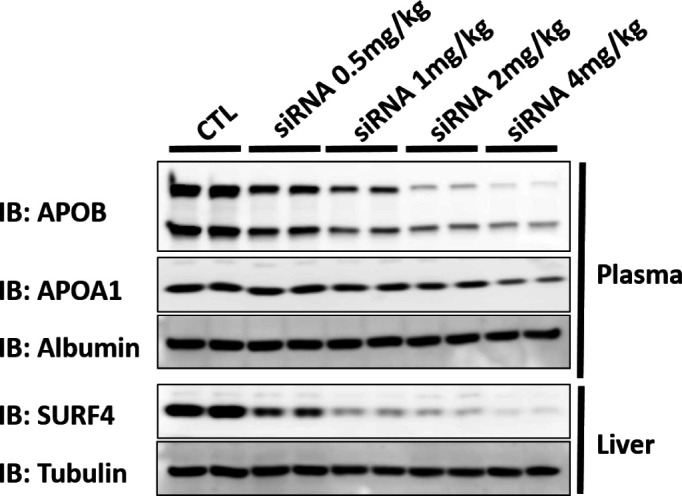
Immunoblots of plasma and liver lysates collected from mice treated with control or increasing doses of *Surf4* targeting siRNA (Figure 6—figure supplement 1—source data 1). Figure 6—figure supplement 1—source data 1.Uncropped and unedited blots shown in Figure 6—figure supplement 1.

## Discussion

We found that embryonic deletion of *Surf4* in hepatocytes results in profound hypocholesterolemia in mice associated with impaired hepatic lipoprotein secretion and normal dietary fat absorption. In addition, we also demonstrated that plasma PCSK9 levels are reduced in *Surf4^fl/fl^ Alb-Cre^+^* mice. Hepatocyte specific *Surf4* deletion is well tolerated, with only modest increases in hepatic mass and lipid content, and no evidence of hepatic dysfunction or steatohepatitis. Finally, we confirm these findings by siRNA depletion of hepatic SURF4 in adult mice, which leads to reductions of plasma cholesterol, triglycerides, and PCSK9 in a dose dependent manner without apparent deleterious consequences in the liver.

We previously reported that PCSK9 is dependent on SURF4 for efficient secretion in cultured HEK293T cells (Emmer et al., 2018). In contrast, Shen et al reported that depletion of SURF4 by siRNA in cultured human hepatocytes leads to increased *Pcsk9* gene expression resulting in increased rather than decreased PCSK9 secretion (Shen et al., 2020). The same group also recently reported analysis of *Surf4^fl/fl^ Alb-Cre^+^* mice, observing no change in plasma PCSK9 levels, in contrast to our findings in a similar genetic model. Our current findings, using three independent mouse models, are consistent with our previous in vitro data and support a physiologic role for SURF4 in facilitating the efficient transport of PCSK9 (as well as APOB) through the secretory pathway. The decrease in plasma PCSK9 in *Surf4^fl/fl^ Alb-Cre^+^* mice is similar to that observed in SEC24A-deficient mice (Chen et al., 2013). Additionally, we also detected a 1.5-fold increase in LDLR level in liver lysates collected from *Surf4^fl/fl^ Alb-Cre^+^* mice, consistent with the reduction in circulating PCSK9. The increased hepatocyte LDLR levels in *Surf4^fl/fl^ Alb-Cre^+^* mice are not accompanied by upregulation of *Ldlr* mRNA as measured by RNA-seq analysis, consistent with the increase in LDLR abundance being mediated by PCSK9 activity rather than an increase in gene expression. Furthermore, a recent report by Gomez-Navarro et al independently demonstrated that PCSK9 relies on both SEC24A and SURF4 for secretion and that chemical disruption of SEC24A-SURF4 interaction is sufficient to reduce PCSK9 secretion (Gomez-Navarro et al., 2022). Taken together, these data are consistent with the proposed function of SURF4 as a cargo receptor linking PCSK9 in the ER lumen to the SEC24A component of the COPII coat on the cytoplasmic face of the ER (Emmer et al., 2018). The basis for the discrepancy between our findings and those of B. Wang and colleagues (Wang et al., 2021a) is unclear but may be related to differences in mouse genetic or husbandry (Tang et al., 2017), or to technical differences in PCSK9 quantification.

The profound hypocholesterolemia we observed in *Surf4^fl/fl^ Alb-Cre^+^* mice is in agreement with two other studies in which hepatic *Surf4* was acutely inactivated using an AAV/Cas9 mouse system (Wang et al., 2021b) or a similar *Surf4^fl/fl^* and *Alb-Cre* model (Wang et al., 2021a). We also confirmed this observation in a third model using siRNA-mediated knockdown of *Surf4* transcripts in mouse livers. The decrease in circulating cholesterol is likely due to impaired secretion of APOB containing lipoprotein particles from the liver, and is consistent with multiple previous reports suggesting that APOB is a cargo for SURF4 (Emmer et al., 2020; Saegusa et al., 2018; Wang et al., 2021a; Wang et al., 2021b). Despite remarkably low plasma cholesterol levels, *Surf4^fl/fl^ Alb-Cre^+^* mice exhibit normal growth and fertility compared to littermate controls. Plasma cholesterol is an important precursor for steroid hormone synthesis. However, given that both male and female *Surf4^fl/fl^ Alb-Cre^+^* mice are fertile, it is unlikely that sex hormone synthesis is significantly perturbed in these mice. Consistent with this conclusion, Chang et al recently reported that even though lipid droplets and cholesterol are depleted in the adrenal glands of *Surf4^fl/fl^ Alb-Cre^+^* mice, circulating adrenal steroid hormone levels are unchanged under resting and stressed conditions (Chang et al., 2021).

Impaired protein secretion could lead to accumulation of proteins in the ER lumen, potentially triggering activation of unfolded protein response pathways and induction of ERAD. Indeed, livers from *Surf4^fl/fl^ Alb-Cre^+^* mice exhibited upregulation of mRNA for *Derl3*, an ER transmembrane protein that is a functional component of the ERAD complex (Oda et al., 2006). 

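*Xbp1* was at 124 ± 66.4 TPM (SD, n = 3) in *Surf4 fl/fl Alb-Cre+* mice and 102 ± 5.63 TPM (SD, n = 3) in littermate controls. Its log2 fold change was 0.16 (standard error 0.33, 95% confidence interval -0.63 to 0.94, adjusted p = 1 from limma), and it ranged from -0.25 to 0.44 with each mouse left out in turn. A list of 43 ERAD genes without *Derl3*, written before the TPM values were examined, had 40 genes tested, of which 6 were higher and 34 lower. Their median log2 fold change was -0.08, with values from -0.45 to 0.34. The adjusted p for the list was 7.6e-04 with camera and 0.78 with fry. Over the list alone, 0 genes had an adjusted p under 0.05, and 1 had an unadjusted p under 0.05.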

While *Derl3* is thought to be a target of the IRE1-XBP1 pathway, we did not detect upregulation of *Ire1* or *Xbp1*, or other ERAD components at the mRNA levels in *Surf4^fl/fl^ Alb-Cre^+^* mice. Instead upregulation of *Derl3* could be an adaptive response to the protein accumulation in the ER leading to the rapid degradation of these proteins. This can also explain the lack of liver PCSK9 accumulation and a mild increase in liver APOB levels (relative to a significant reduction of plasma levels) in *Surf4^fl/fl^ Alb-Cre^+^* mice.

Recently, Musunuru et al reported that in vivo CRISPR-mediated base editing of hepatic *PCSK9* leads to an ~60% reduction in plasma cholesterol in cynomolgus monkeys without overt hepatotoxicity (Musunuru et al., 2021). Our data suggest that hepatic *Surf4* could be similarly targeted, potentially achieving an even more profound reduction in plasma cholesterol without deleterious consequences. Indeed, it has been shown that inactivation of hepatic *Surf4* is protective against diet-induced atherosclerosis in mice with PCSK9 overexpression (Wang et al., 2021b), LDLR deficiency (Wang et al., 2021a), and APOE deficiency (Shen et al., 2022). Furthermore, polymorphism and mild reduction of *SURF4* expression strongly associate with lower plasma lipid levels and reduced risks of cardiovascular disease in human populations (Wang et al., 2021b). Here, we further demonstrate that even more modest reductions in SURF4 induced by siRNA targeting are likely to confer significant lipid-lowering, though such benefits must be weighed against potential toxicity from disrupting the secretion of other SURF4-dependent cargoes.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*M. musculus*)	Surf4^fl^ mice (C57BL/6 J)	Wang et al., 2021b		
Strain, strain background (*M. musculus*)	Albumin-Cre mice (C57BL/6 J)	Adams et al., 2014	JAX 003574	
Strain, strain background (*M. musculus*)	Surf4^fl/fl^ Alb-Cre^+^ mice (C57BL/6 J)	This paper		
Strain, strain background (*M. musculus*)	SpCas9 mice	Platt et al., 2014	JAX 026556	
Strain, strain background (*M. musculus*)	C57BL/6 J mice	Jackson lab	JAX 0006640	
Genetic reagent (include species here)	AAV-Cre-sgRNA	This paper		
Antibody	Anti-APOB - rabbit polyclonal	Fitzgerald Industries Internationa	70 R-15771	WB(1:1000)
Antibody	Anti-PCSK9 – rabbit polyclonal	Abcam	ab31762	WB (1:1000)
Antibody	Anti-LDLR – rabbit monoclonal	Abcam	ab52818	WB (1:1000)
Antibody	Anti-HSP90 – rabbit monoclonal	Cell Signaling Technology	4877	WB (1:1000)
Antibody	Anti-SURF4 – rabbit polyclonal	Wang et al., 2021b		WB (1:1000)
Antibody	Anti-APOA1 – rabbit polyclonal	Fitzgerald Industries Internationa	70 R-15769	WB (1:1000)
Antibody	Anti-Albumin – mouse monoclonal	Proteintech	66051	WB (1:1000)
Antibody	Anti-Tubulin – rabbit polyclonal	Proteintech	10094–1-AP	WB (1:1000)
Antibody	Anti-GAPDH – rabbit monoclonal	Abcam	ab181602	WB (1:1000)
Sequence-based reagent	Primers	IDT		Sequences are listed in Supplement File 1
Sequence-based reagent	CRISPR-gRNA	IDT		Sequences are listed in Supplement File 2
Sequence-based reagent	SURF4-targeting siRNA	This paper		Sequences are listed in Supplement File 3
Commercial assay or kit	Cholesterol assay kit	SB-1010–225	Fisher Scientific	
Commercial assay or kit	PCSK9 ELSIA	MPC900	R&D Systems	
Commercial assay or kit	APOB ELISA	ab230932	Abcam	
Commercial assay or kit	Triglycerides assay	10010303	Cayman Chemical	
Commercial assay or kit	RNeasy Plus Mini Kit	74134	Qiagen	
Commercial assay or kit	Power SYBR Green PCR Master Mix	4367659	Invitrogen	

### Animal care and use

All animal care and use complied with the Principles of Laboratory and Animal Care established by the National Society for Medical Research. Mice were housed in a controlled lighting (12 hr light/dark cycle) and temperature (22 °C) environment and had free access to food (5L0D, LabDiet, St. Louis, MO) and water. All animal protocols in this study have been approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Michigan (protocol number PRO00009304) and the IACUC of Peking University. Both male and female mice were used in this study unless otherwise specified.

### Generation of conditional *Surf4* knockout mice

The generation of mice carrying a conditional *Surf4* allele in which exon 2 of the gene is flanked by 2 loxP sites (*Surf4^fl^*) has been previously described (Wang et al., 2021b). *Surf4^fl/+^* mice were crossed with mice carrying an *Alb-Cre* transgene (Adams et al., 2014) to obtain *Surf4^fl/+^ Alb-Cre^+^* mice. These mice were then crossed to *Surf4^fl/fl^* mice to generate *Surf4^fl/fl^ Alb-Cre^+^* mice. The *Surf4^fl^* and *Alb-Cre* alleles were maintained on the C57BL/6 J background by continuous backcrosses to C57BL/6 J mice (0006640, Jackson Laboratory, Bar Harbor ME).

### Genotyping assays

Tail clips were obtained from 2 weeks old mice for genomic DNA isolation and genotyping. PCR was performed using Go-Taq Green Master Mix (Promega, Madison, WI) and resulting products were resolved by 3% agarose gel electrophoresis. All primers used for genotyping are listed in (Supplementary file 1). Those used for genotyping the *Surf4* locus are also depicted in Figure 1A. For the *Alb-Cre* transgene, parental mice were genotyped using promoter-specific *Cre* primers and offspring were genotyped with primers that detect the *Cre* transgene (Supplementary file 1).

### Blood and tissue collection

Mice were fasted overnight for up to 16 hr prior to sample collection. For non-terminal experiments, blood was collected from the superficial temporal vein using a 4 mm sterile lancet. For terminal experiments, mice were first euthanized by isoflurane inhalation and blood was drawn from the inferior vena cava using a 23 G needle and a 1 ml syringe. Blood was collected into a serum separator tube (365967, BD, Franklin Lakes NJ), allowed to clot at room temperature for at least 10 min, and centrifuged at 15,000 g for 10 min to separate serum. Sera were aliquoted and stored at –80 °C. Liver tissue were collected as previously described (Emmer et al., 2020).

### Analysis for sera from *Surf4^fl/fl^ Alb-Cre^+^* mice

Sera were analyzed by a colorimetric assay for total cholesterol (SB-1010–225, Fisher Scientific, Hampton NH) and by ELISAs for PCSK9 (MPC900, R&D Systems, Minneapolis MN) and APOB (ab230932, abcam, Cambridge UK). Serum lipoprotein fractionation assays were performed at the University of Cincinnati Mouse Metabolic Phenotyping Center. Sera were pooled from 5 mice for each genotype and fractionated by fast liquid protein chromatography (FPLC) into 50 fractions. Cholesterol (NC9343696, Fisher, Hampton NH) and triglyceride (TR213, Randox Laboratories, Crumlin UK) content in each fraction were determined using a microliter plate enzyme-based assay. Liver function tests were performed at the University of Michigan In-Vivo Animal Core (IVAC) with sera collected from individual mice using a Liasys analyzer (AMS Alliance).

### Hepatic lipoprotein secretion assay

Hepatic triglyceride secretion assays were performed at the University of Michigan Mouse Metabolic Phenotyping Center as previously described (Millar et al., 2005). Blood levels of glucose were measured using a glucometer (Acucheck, Roche, Basel Switzerland) and plasma levels of cholesterol (SB-1010–225, Fisher Scientific, Hampton NH) and triglycerides (10010303, Cayman Chemical, Ann Arbor MI) were determined using colorimetric assay kits. Plasma APOB levels were determined by ELISA (ab230932, abcam, Cambridge UK).

### Oral fat tolerance test and lipid flux assay

Oral fat tolerance test and lipid flux assay were performed at the University of Michigan Mouse Metabolic Phenotyping Center. Mice were fasted overnight and ^3^H triolein-labeled olive oil (0.026 µCi/µl) was given via oral gavage at 5 µl/g of body mass. Blood samples were collected at time 0, 30, 60, 120, and 240 min after the gavage via tail vein bleeding. Plasma levels of triglyceride (10010303, Cayman Chemical, Ann Arbor MI) and non-esterified fatty acid (NEFA-HR (H2), Wako Pure Chemical Industries, Ltd, Richmond VA) were determined using the colorimetric assays. Plasma radioactivity, reported as ^3^H disintegration per minute (dpm), were determined from 2 µl of serum at each time point.

Tissues samples (liver, heart, gastrocnemius muscle, and perigonadal fat) were collected at the 240 min time point, flash frozen in liquid nitrogen and stored at –80 °C. For the liver, tissue composition was measured using an NMR-based analyzer (EchoMRI) immediately upon harvest and prior to freezing. ^3^H-triolein flux was estimated as previously described (Kusminski et al., 2012; Ye et al., 2014).

### Liver lipid extraction and quantification

Liver lipid extraction and quantification were performed at the University of Cincinnati Mouse Metabolic Phenotyping Center. Lipids were extracted using the Folch’s extraction method as previously described (Folch et al., 1957). Levels of cholesterol, triglycerides, free fatty acids, and phospholipids in each sample were quantified using specific colorimetric assays.

### Immunoblotting

Lysates were prepared from snap frozen liver tissues and resolved on a 4–20% Tris-glycine gel as previously described (Emmer et al., 2020). Immunoblots were probed with antibodies against APOB (70 R-15771, 1:1000, Fitzgerald Industries International, Acton MA), PCSK9 (ab31762, 1:1000, abcam, Cambridge UK), LDLR (ab52818, 1:1000, abcam, Cambridge UK), HSP90 (4877, 1:1000, Cell Signaling Technology, Danvers MA), SURF4 (Wang et al., 2021b), APOA1 (70 R-15769, 1:1000, Fitzgerald Industries International, Acton MA), Albumin (66051, 1:1000, Proteintech, Rosemont, IL), Tubulin (10094–1-AP, 1:1000, Proteintech, Rosemont, IL), and GAPDH (ab181602, 1:5000, abcam, Cambridge UK). For endoglycosidase H assays, 30 µg of lysate was analyzed as previously described using the above antibodies (Emmer et al., 2018).

### Histology

Tissue processing, embedding, sectioning, hematoxylin and eosin (H&E), and picrosirius red staining were performed at the University of Michigan In-Vivo Animal Core (IVAC). Slides were reviewed by an investigator blinded to the genotype.

### Analysis of liver mRNA

Liver RNA was isolated from tissue using an RNeasy Plus Mini Kit according to the manufacturer’s instructions (74134, Qiagen, Hilden Germany) and reverse transcription was performed using oligo(dT)_12-18_ primers (18418012, Invitrogen, Waltham MA). Quantitative PCR reactions were performed using Power SYBR Green PCR Master Mix (4367659, Invitrogen, Waltham MA) and primers listed in Supplementary file 1. 

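The primers for total *Surf4* mRNA in Supplementary file 1 were located in the reference mRNA. The forward primer TTTGCTGGTGTCCCAACCAT matches exon 5 (26924445 to 26924464 on chromosome 2 of GRCm38), and the reverse primer AGCTGTGCCCACAATGTTCT matches exon 6 (26922145 to 26922164). Each has 1 match in the mRNA, and the product between them is 147 bases long.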

Total *Surf4* mRNA abundance was calculated using data from primers that bind to exon 5 and 6 on the *Surf4* transcript. 

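For *Surf4* mRNA with exon 2, the forward primer CTGTTGGCCTCATCCTTCGT matches within exon 2 (26926795 to 26926814 on chromosome 2). The reverse primer GGCAATTGTCTGCAGTGCG matches across the junction of exons 3 and 4, from 26925617 in exon 3 to 26924988 in exon 4. The product is 132 bases long.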

Abundance of *Surf4* mRNA that contains exon 2 was obtained using primers specific to exon 2 and exon 3 of the transcript. Normalized transcript abundance was calculated by the 2^-ΔΔCt^ method using *Gapdh* and *Rpl37* as housekeeping controls.

Library preparation and next generation sequencing was performed at the University of Michigan Advanced Genomics Core. Demultiplexed fastq files were aligned against the mouse reference genome (GRCm38.92) using STAR (Dobin et al., 2013) and quantified with RSEM (Li and Dewey, 2011). Differential expression analysis was performed by DESeq2 (Love et al., 2014; Supplementary file 4). 

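DESeq2 takes counts, and the deposited per-mouse values are TPM, so the DESeq2 fit was not repeated here. The authors' deposited table holds the paper's log2 fold changes, their standard errors and p-values for 20566 genes, and its mean normalized counts add up to 155694524. Across the 10501 genes with a mean of at least 1 TPM that are in both tables, the Spearman correlation between the paper's log2 fold changes and those on TPM was 0.87, across genes that are not independent replicates. The median absolute difference was 0.0338. At an unadjusted p under 0.05, the paper's values give 544 genes in the authors' deposited table.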

Sequencing coverage for the *Surf4* transcript was analyzed using the ggsashimi package (Garrido-Martín et al., 2018). Raw and processed sequencing data have been deposited to GEO (accession number GSE214393).

### Acute inactivation of hepatic *Surf4* in adult mice

Hepatic *Surf4* was selectively inactivated in adult mice by injection of adeno-associated virus (AAV) delivering a hepatocyte-specific *Cre* and a guide RNA targeting *Surf4* or *LacZ* (control) (Supplementary file 2) into a Cre-dependent spCas9 knockin mice (Platt et al., 2014) as previously described (Wang et al., 2021b). Blood samples were collected as previously described (Wang et al., 2021b) and plasma PCSK9 concentrations were measured by the commercial kit (CY-8078 of MBL) according to the manufacturer’s protocol.

To deplete *Surf4* mRNA, N-acetylgalactosamine (GalNAc) conjugated siRNA oligos are synthesized to ensure liver targeting. SiRNA targeting murine *Surf4* or GalNAc conjugated siRNA with scrambled sequence (siCTL) were injected into 6 weeks old male mice subcutaneously with concentrations indicated in the figures. Seven days after injection, blood samples were collected by tail vein, and then centrifuged at 6000 rpm, 4℃ for 10 min to harvest plasma. The plasma PCSK9 concentrations were measured by the commercial kit (CY-8078 of MBL) according to the manufacturer’s protocol. 

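In the reference mRNA, the sense strand of si*Surf4*-1, CCATCAACGTGTATTTCAA without its modifications and with T for U, matches 26922056 to 26922074 on chromosome 2 of GRCm38. That of si*Surf4*-2, GGACAATCCCGGTATATAA, matches 26922029 to 26922047. Both sites lie in the coding part of exon 6. The control sequence of siCTL has 0 matches in the *Surf4* mRNA.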

SiRNA sequences are listed in Supplementary file 3.

## Data Availability

Sequencing data have been deposited in GEO (accession number GSE214393). All data generated or analyzed during this study are included in the manuscript and supporting files. Source data files have been provided for figure 1, figure 2, figure 3, and figure 6-figure supplement 1. The following dataset was generated: TangVT McCormickJ XuB WangY FangH WangX SiemieniakD KhoriatyR EmmerBT ChenXW GinsburgD 2022Hepatic inactivation of murine Surf4 results in marked reduction in plasma cholesterolNCBI Gene Expression OmnibusGSE21439310.7554/eLife.82269PMC958153236193893

# Supplementary material for: Hepatic inactivation of murine Surf4 results in marked reduction in plasma cholesterol
**Source:** eLife. 2022 Oct 4;11:e82269. doi: 10.7554/eLife.82269
**Supplement:** Supplementary file 1.

**Supplement File 1. Primers used in this study**

| **Primer name** | **Target** | **Sequence (5’ 🡪 3’)** |
| --- | --- | --- |
| Surf4-fl-F1 (P1) | *Surf4* | TGAGAAAAGTATGGAGTCCACCTGC |
| Surf4-fl-R1 (P2) | *Surf4* | AACAGCTGTGCTATGGGCTGGAAAG |
| Surf4-fl-R2 (P3) | *Surf4* | CCTGCCTCTAAATCCCAAATGCTGTCG |
| Cre-genotyping-F1 | *Cre transgene* | CCATCTGCCACCAGCCAG |
| Cre-genotyping-R1 | *Cre transgene* | TCGCCATCTTCCAGCAGG |
| Cre-genotyping-F2 | *Cpxm1* (Control) | ACTGGGATCTTCGAACTCTTTGGAC |
| Cre-genotyping-R2 | *Cpxm1* (Control) | GATGTTGGGGCACTGCTCATTCACC |
| Alb-cre-F1 | *Alb-Cre* | TGCAAACATCACATGCACAC |
| Alb-cre-R1 | *Alb-Cre* | TTGGCCCCTTACCATAACTG |
| Alb-cre-R2 | *Alb-Cre* | GAAGCAGAAGCTTAGGAAGATGG |
| Surf4-qPCR-F1 | *Surf4* (exon 2) | CTGTTGGCCTCATCCTTCGT |
| Surf4-qPCR-R1 | *Surf4* (exon 3) | GGCAATTGTCTGCAGTGCG |
| Surf4-qPCR-F2 | *Surf4* (exon 5) | TTTGCTGGTGTCCCAACCAT |
| Surf4-qPCR-R2 | *Surf4* (exon 6) | AGCTGTGCCCACAATGTTCT |
| Pcsk9-qPCR-F1 | *Pcsk9* | TATAGCCGCATCCTCAACGC |
| Pcsk9-qPCR-R1 | *Pcsk9* | CCCGACTGTGATGACCTCTG |
| Rpl37-F | *Rpl37* | CGGGACTGGTCGGATGAG |
| Rpl37-R | *Rpl37* | TCACGGAATCCATGTCTGAATC |
| Gapdh-F | *Gapdh* | ACCCAGAAGACTGTGGATGG |
| Gapdh-R | *Gapdh* | ACACATTGGGGGTAGGAACA |

# Supplementary material for: Hepatic inactivation of murine Surf4 results in marked reduction in plasma cholesterol
**Source:** eLife. 2022 Oct 4;11:e82269. doi: 10.7554/eLife.82269
**Supplement:** Supplementary file 2.

**Supplement File 2. Guide RNA sequences for CRISPR-mediated *in vivo* hepatic *Surf4* inactivation**

|  | **Guide RNA sequence (5’-3’)** |
| --- | --- |
| Control | TGCGAATACGCCCACGCGAT |
| *Surf4g1* | ACAGAACGACCTGATGGGCA |
| *Surf4g2* | GCATCCGCATGTGGTTCCAG |
| *Surf4g3* | CAGCAGGTTGAGGAACACGA |

# Supplementary material for: Hepatic inactivation of murine Surf4 results in marked reduction in plasma cholesterol
**Source:** eLife. 2022 Oct 4;11:e82269. doi: 10.7554/eLife.82269
**Supplement:** Supplementary file 3.

**Supplement File 3. Sequences and modifications of oligonucleotides for siRNA in mice**

|  | **Sense (5’-3’)**  **3' GalNAc conjugated** | **Antiense (5’-3’)**  **3' GalNAc conjugated** |
| --- | --- | --- |
| si*Surf4*-1 | CmsCmsAmUmCfAmAfCfGfUmGmUmAmUmUmUmCmAmAm | UmsUfsGmAmAmAfUmAfCfAmCmGmUmUfGmAfUmGmGmsCmsAm |
| si*Surf4*-2 | GmsGmsAmCmAfAmUfCfCfCmGmGmUmAmUmAmUmAmAm | UmsUfsAmUmAmUfAmCfCfGmGmGmAmUfUmGfUmCmCmsAmsGm |
| siCTL | mU*mU*mCmUfCmCfGfAfAmC  mGmUmGmUmCmAmCmGmU | mA*fC*mGmUmGfAmCfAfCmGmUmUmCfGmGfAmGmAmA*mU*mU |

How the deposited data were processed for this re-analysis (not part of the article)

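RNA sequencing of liver was analysed from 3 *Surf4 fl/fl Alb-Cre+* mice and 3 *Surf4 fl/fl Alb-Cre-* littermate controls. In each genotype, replicates 1 and 3 were male and replicate 2 was female, and the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were checked against these labels. No other data of the paper were used here.

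The authors deposited TPM, transcript abundances corrected for transcript length, per mouse and transcript, which add up to 1000000 in each mouse. The deposited table is labelled as output of salmon, while the methods describe STAR and RSEM. Its transcript version numbers are those of an annotation later than GENCODE M21 for 115624 of 116748 transcripts. The authors also deposited a table of their DESeq2 comparison, with log2 fold changes and standard errors (log2 units), p-values and adjusted p-values (p_value), and other columns that hold the mean normalized count and the Wald statistic. These columns are those of Supplementary file 4. The copy of Supplementary file 4 read here ends after 1999 genes, and the log2 fold changes of the 1981 unique genes compared were equal to those in the deposited table. TPM hold no read numbers, so the depth per mouse is unknown and no counting error is given. In the authors' deposited table, the paper's mean normalized counts add up to 155694524 and had a median of 88.75 for genes at 0.1 to 1 TPM.

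TPM were summed over the transcripts of each gene symbol (35703 genes). Genes with a mean of at least 0.1 TPM (14219) were compared on log2(TPM + 0.1) with limma 3.58.1 in R 4.3.3, using TPM as deposited, genotype as the only factor, and empirical Bayes variances with a trend on mean expression. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.01 as in the legend of Figure 5F. A test for counts had been chosen before the unit of the deposited values was known, and DESeq2 and edgeR are not run on TPM. The minimum and the pseudocount of 0.1 TPM were chosen before any comparison was made and after the TPM of 9 genes had been seen, a value of 1 having been considered first. Of these genes, *Surf4*, *Derl3* and *Agap2* are among those reported.

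The 8 gene lists tested at the claims and in the closing section (the unfolded protein response, ERAD without *Derl3*, fatty acid biosynthesis, polyunsaturated fatty acid synthesis, de novo lipogenesis, cholesterol biosynthesis, PPARA-responsive and CREBH-responsive genes) were compiled by hand after Supplementary file 4 was read and before the TPM values were examined. The CREBH list leaves out members at the top of Supplementary file 4. The lists were tested with limma's camera (inter-gene correlation 0.01), adjusted over the 8 lists, with a threshold of 0.05, and with fry. A further 8 lists of marker and responsive genes were written before they were tested and adjusted over those 8. Genes are named when the paper names them for their mRNA or labels them in Figure 5F, when their adjusted p is under 0.01 in Supplementary file 4, when they are among the 5 with the smallest p in each direction, or when they are members of the lists that the claims concern. Some genes that meet these criteria are not reported here. A gene named for another reason is said to have been named after its values were seen.

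Because mice with the same replicate number resembled each other, each comparison was repeated with the replicate number as a block. The paper's text does not say whether same-numbered mice were littermates. Alternatives set before the data were examined were the replicate block, sex as a covariate, no filter, each mouse left out in turn, fry in place of camera, an adjusted p of 0.05, a fold change threshold, and the removal of mitochondrial, Gm-numbered and unnamed genes. Alternatives added after the data were seen were a pseudocount of 1 TPM, minimum means of 1 and 5 TPM, scaling by median of ratios, limma without the trend, and the replicate block together with a pseudocount of 1 TPM, median of ratios or fry. The closing section gives their effect.

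The procedure was tested on simulated data with 3 samples per group, in which 200 of 13989 genes were changed. At an adjusted p of 0.01, 74 of them were called: 73% of those changed by 2 on the log2 scale and 1% of those changed by 1, with 3 unchanged genes called. These values are for the fit without the replicate block. With simulated deviations shared within pairs and the replicate block, 73.5% of the changed genes were called. The simulated mice of a pair shared more than the real ones, whose mean correlation was 0.44. This percentage is therefore likely too high for the real mice. On 800 tests of gene lists in data without a difference, 4.88% had an unadjusted p under 0.05 with camera and 4.75% with fry. The genes were simulated as independent of each other. These shares thus do not show how camera behaves when the genes of a list vary together.

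The sequence of *Surf4* mRNA, its exons, and the positions of primers, guide RNAs and siRNAs were read from the GRCm38 reference with the GENCODE M21 annotation. Shared sequence was counted as the percent of all stretches of 31 bases of a gene's transcripts that occur in another annotated gene. Exact permutation tests were run with scipy 1.17.1 and smoothing for GC content and transcript length with statsmodels 0.14.6. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, Biopython 1.88 and matplotlib 3.10.9 were used. Reads that span exon junctions and enrichment of Gene Ontology terms were not analysed here.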

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

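The 15 genes described here differed between the genotypes and are not named in the paper's text or figures. For 8 of them, the criterion was set after their values had been seen: membership in a list, an absolute log2 fold change of at least 1, the same direction in all 3 pairs of same-numbered mice, an unadjusted p under 0.05 with the replicate block and a mean of at least 1 TPM. The other 7 have an adjusted p under 0.01 in the authors' deposited table. None of the 15 passed an adjusted p of 0.01 over all genes with limma, with or without the replicate block, where 249 and 666 genes had an unadjusted p under 0.05. A gene chosen for the size of its change has an estimate that is too large on average. The tests of PPARA, CREBH, scaling and time of collection for the lipid genes were chosen after the results they measure were seen, and the other tests before.

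Among the 8 list members, 6 were lower in *Surf4 fl/fl Alb-Cre+* mice: *Fgf21* (log2 fold change -2.05), *Scd1* (-1.91), *Cidec* (-1.71), *Elovl5* (-1.35), *Fads1* (-1.08) and *Apoc2* (-1.025). *Acot2* (1.02) and *Pklr* (1.01) were higher. *Fgf21*, *Scd1*, *Cidec* and *Acot2* varied so much within each genotype that the genotypes overlapped, and their differences show within the pairs: -2.31, -2.06 and -1.80 for *Fgf21* and -2.15, -1.95 and -1.64 for *Scd1*, each with an adjusted p of 0.0589 with the replicate block and 1 without it. For *Apoc2*, the paper's mean normalized count in the authors' deposited table is 48.4, beside 430 and 816 TPM here, and the paper's log2 fold change is -0.50. The cause of this difference was not tested.

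These genes fell or rose beside the lower *Elovl2* and *Fads2* and the higher *Fasn* and *Thrsp*, and explanations were tested for 10 of them together (*Scd1*, *Fgf21*, *Cidec*, *Elovl2*, *Elovl5*, *Fads1*, *Fads2*, *Fasn*, *Thrsp* and *Pklr*). Correction for GC content and transcript length moved no log2 fold change of the 10 by more than 7.29% of its size. Scaling by median of ratios moved these 10 log2 fold changes by at most 1.04%, but the differences within pairs 1, 2 and 3 by a median over all genes of 0.0181, -0.127 and 0.14, so pair medians close to 0 depend on the scaling. Lower activity of PPARA would lower its oxidation genes, whose median was 0.23 (0.2266). Higher LXR activity would raise its genes, whose median was -0.07 (-0.0703). Both medians go against these explanations, but weakly, as they differed in sign between the pairs (0.16, -0.05 and 0.40 for PPARA and -0.18, 0.18 and -0.21 for LXR). Over the PPARA list alone, the 2 genes with an adjusted p under 0.05 with the replicate block, *Cpt1a* (-0.63) and *Fgf21* (-2.05), were lower. Lower ATF4 activity remains open, with a median of -0.19 (-0.189) and directions that differ between pairs. A longer fast in the controls before collection also remains open. The fasting-induced genes had a median of -0.24 (-0.237), with 8 of 9 lower, but -0.85 and -0.37 in pairs 2 and 3 and 0.13 in pair 1. Time of collection remains open too, as genes of the *Nr1d1* phase lay above those of the *Arntl* phase in each pair, by at least 0.285.

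A candidate explanation is higher ChREBP activity in *Surf4 fl/fl Alb-Cre+* mice, for the higher *Fasn*, *Thrsp* and *Pklr* only. It gives no account of the lower genes, among them *Fgf21* and *Scd1*. The 14 carbohydrate-responsive genes had a median of 0.25 (0.2475), with 11 higher and medians of 0.29, 0.24 and 0.26 in the pairs, or 0.31, 0.12 and 0.40 after median of ratios (camera adjusted p = 0.00483, and over the alternatives from 3.04e-04 with camera to 0.63 with fry). Lower CREBH activity is another, with a median of -0.25 (-0.2512) in its 16 genes, 11 of them lower, and medians of -0.29, -0.60 and -0.05 in the pairs, or -0.27, -0.73 and 0.09 after median of ratios (camera adjusted p = 0.00155, and over the alternatives from 4.68e-05 with camera to 0.574 with fry). *Fgf21*, *Cidec* and *Apoc2* are members of that list, so they also carry its median, and mRNA of *Creb3l3*, which encodes CREBH, was not lower (log2 fold change 0.26). A difference in time of collection was not excluded for either hypothesis. A difference in fasting fits the pairs less well, as the fasting-induced genes were higher in pair 1 (0.13), where *Fgf21* fell by 2.31.

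The genes from the authors' deposited table were *Gm29216* (log2 fold change 0.67 on TPM), *Hapln4* (1.035), *Tspan31* (-0.83), *Tkfc* (0.99), *Bcl2l14* (-1.41), *Apoa1* (-0.91) and *Plcxd1* (1.10). All but *Gm29216* and *Plcxd1* had the same direction in all 3 pairs and values that did not overlap between the genotypes. *Bcl2l14* was at 0.081 and 0.363 TPM in the 2 genotypes, close to the minimum of 0.1 TPM, so the pseudocount shrinks its log2 fold change. *Apoa1* was at 9601 ± 726 TPM (SD, n = 3) in *Surf4 fl/fl Alb-Cre+* mice and 18070 ± 2572 TPM (SD, n = 3) in littermate controls, which is a share of all TPM, so a change of *Apoa1* moves the shares of other genes. Scaling by median of ratios, which allows for this, shifted the median log2 fold change of all genes by 0.01. No biological explanation was tested for *Hapln4*, *Tkfc*, *Bcl2l14*, *Apoa1* and *Plcxd1*.

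*Gm29216* is a pseudogene on chromosome 1 that shares 97.2% of its stretches of 31 bases with other genes, first among them *mt-Co1*. Its difference between the authors' deposited table (the paper's log2 fold change is 4.01) and TPM (-0.73, 1.10 and 1.65 in the pairs) is consistent with reads being assigned differently among genes with shared sequence. Among 109 genes that share at least 90% of their sequence, the median absolute difference between both sources was 0.166, and 9.17% differed by more than 1, against 0.0398 and 0.275% in 5451 genes that share less than 1%. The test does not show which source is closer to the mRNA.

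*Tspan31* and *Agap2* are adjacent on chromosome 10, 5019 bp apart, and both were lower, as they might be through a difference of the whole region between the mice, such as a strain variant. The 22 other tested genes within 500 kb had a median log2 fold change of 0.01 (0.0149), which goes against a fall across the region. Of them, 2 had an unadjusted p under 0.05 with the replicate block, *Kif5a* (1.46, higher in all 3 pairs) and *Inhbc* (-0.64, lower in all 3 pairs), both named after their values were seen. A variant that changes single genes of the region thus remains open. *Tspan31* shares 28.5% of its stretches of 31 bases with other genes, mainly *Cdk4*, and the assignment of those reads was not tested.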

How the results depend on the processing

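Each result was recomputed with the alternatives listed with the processing. The planned edgeR fit, DESeq2's size factors and Wald test, log2 CPM and a minimum mean count of 50 were not run, since they need counts. TPM do not hold the depth, so how depth limits a result is unknown. With 3 mice per genotype and no replicate block, simulated changes of 2 on the log2 scale were mostly called and changes of 1 mostly not.

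The number of genes with an adjusted p under 0.01 was 0 under all alternatives with 6 mice, and from 0 to 1 across the 6 fits that each left out a mouse. The gene was *Gm10240*, without *Alb-Cre+* replicate 1. The number of genes with an unadjusted p under 0.05, 249 as reported, was 666 with the replicate block, 527 with sex as a covariate, 443 with no filter, 131 with a minimum mean of 5 TPM, 651 with the replicate block and a pseudocount of 1 TPM, 777 with the replicate block and median of ratios, and from 185 to 504 with a mouse left out. The cause of these differences was not tested.

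The direction of the log2 fold change was followed across the settings for 43 of the genes named. Of these, 38 kept it in every setting in which they were tested. The other 5 reversed in at least 1 setting: *Atf6*, *Eif2ak3*, *Xbp1*, *Apob* and *Pagr1a*. None of the 43 passed an adjusted p of 0.01 under any of these settings, so the side of the threshold says nothing about stability. With a mouse left out in turn, *Atf6* ranged from -0.37 to 0.15, *Eif2ak3* from -0.77 to 0.18, *Xbp1* from -0.25 to 0.44, *Apob* from -0.16 to 0.20 and *Pagr1a* from -0.32 to 0.43. Genes outside the 43 also reversed when a mouse was left out, among them *Fads3* (-0.094 to 0.52), *Fads6* (-0.16 to 0.14) and *Cyp7a1* (-0.98 to 0.096). *Eif2ak3* varied between replicate numbers and was lower in all 3 pairs of same-numbered mice, so leaving out a mouse unbalances the pairs. *Apob* also changed sign with median of ratios, with or without the replicate block (0.0075), which follows from a shift of the median gene by 0.01 and says nothing about *Apob*.

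For the gene lists, fry left the median as it was and raised the adjusted p above 0.05, both alone and with the replicate block: the unfolded protein response (median 0.12, adjusted p 0.78 and 0.767), ERAD without *Derl3* (-0.082, 0.78 and 0.722), polyunsaturated fatty acid synthesis (-0.15, 0.574 and 0.148), de novo lipogenesis (0.18, 0.465 and 0.148), cholesterol biosynthesis (0.36, 0.78 and 0.767), PPARA-responsive genes (0.23, 0.78 and 0.767) and CREBH-responsive genes (-0.25, 0.574 and 0.298). The exceptions were carbohydrate-responsive genes, whose median of 0.25 had an adjusted p of 0.63 with fry alone and 0.00964 with fry and the replicate block, and fatty acid biosynthesis, which was above 0.05 throughout with 6 mice. Fasting-induced genes (-0.24) were above 0.05 with fry (0.329), with fry and the replicate block (0.573) and, at a median of -0.227, with the replicate block and median of ratios (0.0524). Cholesterol biosynthesis, at 0.36, also went above 0.05 with sex as a covariate (0.0897) and with no filter (0.122). Camera compares a list with other genes and fry tests the list alone, and camera with a fixed inter-gene correlation takes no account of how strongly the genes of these lists vary together.

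With a mouse left out in turn, the medians ranged from 0.064 to 0.25 for the unfolded protein response, -0.165 to -0.036 for ERAD, -0.30 to 0.048 for polyunsaturated fatty acid synthesis, -0.0896 to 0.0913 for fatty acid biosynthesis, -0.0897 to 0.79 for cholesterol biosynthesis, -0.0486 to 0.37 for PPARA-responsive genes, -0.39 to -0.1445 for CREBH-responsive genes, 0.066 to 0.41 for carbohydrate-responsive genes and -0.60 to -0.16 for fasting-induced genes. De novo lipogenesis ranged from 0.03 to 0.30. In these fits, the adjusted p from camera stayed under 0.05 for de novo lipogenesis and polyunsaturated fatty acid synthesis. It went above 0.05 in at least 1 fit for the unfolded protein response (0.0682), ERAD (0.319), cholesterol biosynthesis (0.126 and 0.471), PPARA-responsive genes (0.471 and 0.0745), CREBH-responsive genes (0.0682 and 0.196), carbohydrate-responsive genes (0.0533) and fasting-induced genes (0.108 and 0.898), and under it in 1 fit for fatty acid biosynthesis (0.0267). Fatty acid biosynthesis was reversed with a minimum mean of 5 TPM (-0.013). The cause of these changes was not tested. The alternatives with a pseudocount of 1 TPM, minimum means, median of ratios, no trend, and those that join the replicate block with another choice were chosen after seeing the data.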

Differences from the paper's values

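The paper states that the premature stop codon lies 8 base pairs downstream of the junction of exons 1 and 3. In the reference mRNA, 18 bases lie between the junction and the first base of the stop codon, which is codon 23 as in the paper. None of the alternatives set before the data were examined bears on this value.

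In Supplementary file 4, the paper's count of genes with an adjusted p under 0.01 is 21, against 0 on TPM with limma, where 249 had an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap: the count was 1 without *Alb-Cre+* replicate 1 and 0 with the replicate block, sex as a covariate, no filter, any other mouse left out, the removal of mitochondrial, Gm-numbered and unnamed genes, an adjusted p of 0.05, and an absolute log2 fold change of at least 1 as well. DESeq2's Wald test, which the paper names, was not run on TPM. With p-values adjusted over the paper's 21 genes alone, 18 passed 0.01 and 20 passed 0.05, but this list comes from the same mice.

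Of 21 log2 fold changes compared with Supplementary file 4, 18 lay within the larger of the paper's standard error and the SD between mice. The other 3 were *Gm29216*, at 0.67 against the paper's 4.01 (standard error 0.31), *Bcl2l14*, at -1.41 against the paper's -2.415 (0.48), and *Dntt*, at -2.05 against the paper's -2.78 (0.53). For *Gm29216* and *Bcl2l14*, none of the alternatives set before the data were examined closed the gap. *Gm29216* ranged from 0.14 to 1.23 and *Bcl2l14* from -1.67 to -1.18 with a mouse left out. For *Dntt*, the value came within the larger error without *Alb-Cre-* replicate 3 (-2.43) and without *Alb-Cre+* replicate 2 (-2.32), and not with the other alternatives set before the data were examined. In *Alb-Cre+* mice and controls, *Bcl2l14* was at 0.081 and 0.363 TPM and *Dntt* at 0.171 and 1.06 TPM. At such values, the pseudocount of 0.1 TPM shrinks a log2 fold change, which is the direction of both gaps. All of those alternatives kept this pseudocount, so they could not test its part.

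The paper names *Derl3* as the gene with the most significant rise. In the authors' deposited table, *Derl3* is at rank 2 by the paper's p among the higher genes, after *Gm29216*. On TPM, *Derl3* is at rank 1, at rank 2 after *Tkfc* with the replicate block, and at ranks 1 to 5 over all settings in which it was tested. Figure 5F labels *H2bc12* as higher at about 4.5 (log2, read by eye). The log2 fold change on TPM was 3.55 with an adjusted p of 0.609, and in the authors' deposited table the paper's value for *H2bc12* is 0.38 with an adjusted p of 1. Figure 5F labels *Pagr1a* as lower, and on TPM its log2 fold change was -0.03. Of the 15 genes labelled in Figure 5F and reported here, 13 have an adjusted p under 0.01 in the authors' deposited table. Supplementary file 4 holds 7 genes with an adjusted p under 0.01 that Figure 5F does not label. The methods place the primers for *Surf4* mRNA with exon 2 in exons 2 and 3, and the reverse primer matched across the junction of exons 3 and 4.

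The paper describes a fall of several fatty acid biosynthesis genes. On TPM, *Elovl2*, *Fads2* and *Fabp2* were lower too, with log2 fold changes of -1.87, -1.47 and -1.64. *Fasn*, which is labelled as higher in Figure 5F, rose by 1.34. Of the 52 tested genes of the fatty acid biosynthesis list, 26 were lower and 26 higher. This split does not test the paper's statement, which concerns several genes and not a whole list.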

Other observations

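The test of the unfolded protein response for *Derl3* and that of the count of 0 genes across splits were chosen after the results they measure had been seen, and the other tests before.

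*Apob* mRNA was at 604 ± 121.5 TPM (SD, n = 3) in *Surf4 fl/fl Alb-Cre+* mice and 610.2 ± 158 TPM (SD, n = 3) in littermate controls, a log2 fold change of 0.00 (standard error 0.22).

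The guide RNAs of Supplementary file 2 were located in the *Surf4* mRNA. *Surf4g1* matches exon 1 (26933298 to 26933317 on chromosome 2 of GRCm38) beside CGG, with its cleavage site at codon 8. *Surf4g2* matches exon 2 (26926863 to 26926882) beside TGG, at codon 47, and *Surf4g3* matches the other strand of exon 2 (26926779 to 26926798) beside AGG, at codon 70. The control guide has 0 matches in the *Surf4* mRNA.

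*Derl3* mRNA is high in plasma cells, so more plasma cells in some samples could raise it. The 11 plasma cell markers tested had medians of 0.23, -0.28 and -0.18 in the pairs, at most 0.23 (0.2298) where *Derl3* rose by 2.41 or more, which goes against this source. The genes of the unfolded protein response were not higher in their median in all pairs, with a lowest value of -0.22 (-0.2196) in pair 3, where *Derl3* rose by 3.97. A rise of part of the list remains open, as 6 of its 35 genes, among them *Hspa5*, *Hsp90b1*, *Pdia6* and *Ero1b*, were higher in all 3 pairs (by 0.11, 0.12, 0.07 and 0.52 in pair 3) and 2 lower. After median of ratios, 10 were higher in all 3 pairs, and the median in pair 3 was -0.08. What raises *Derl3* is not shown by these tests.

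*Apoa4* and *Fabp2* are high in the intestine, so intestinal tissue in the control samples could lower them in comparison. The enterocyte markers did not fall in any pair: their median log2 difference was 0 in pairs 1 and 3 and 3.03 (3.025) in pair 2. That value comes from *Surf4 fl/fl Alb-Cre+* replicate 2. In a second list of intestinal genes, written before its values were seen, 13 of the 14 genes detected were highest in that mouse, where 40.3% of all detected genes were highest in it. The share among all detected genes was thus already high, and most values of the list were under 1 TPM (*Muc13* at 0.224 TPM there and at most 0.0041 TPM in the others). A small amount of intestinal RNA in that library may explain this, as may the larger number of genes detected in it (18572 against 17402 to 18409 in the other mice). It acts against the fall of *Apoa4* and *Fabp2*, and the log2 fold changes without this mouse were -3.79 and -1.71.

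The cholesterol biosynthesis genes had a median of 0.36, but medians of 1.19, 0.16 and -0.41 in the pairs of same-numbered mice. A difference in time of collection would be expected to differ in sign between pairs 1 and 3, and the difference between the phases of *Nr1d1* and *Arntl* was 0.285 in pair 1 and 0.635 in pair 3. A difference in the length of the fast would be opposite to cholesterol synthesis. The median of fasting-induced genes was 0.128, -0.85 and -0.37 in pairs 1, 2 and 3, opposite in sign to cholesterol synthesis in pair 2 only. The phase difference, of the same sign in pairs 1 and 3, goes against time of collection. The length of the fast remains open, as pairs 1 and 3 go against it and pair 2 goes with it. The variation between pairs is left unexplained.

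The 6 mice can be split into 2 groups of 3 in 10 ways. In 4 of them, the real one included, each group holds a mouse of each replicate number, and these are compared. In the other 6, which keep 2 pairs of same-numbered mice together, the groups also differ by replicate number or sex, and 290 to 2007 genes had an unadjusted p under 0.05. With 4 splits, no share can be small enough to exclude chance. All 4 gave 0 genes with an adjusted p under 0.01. In 2 of the 4, as many genes had an unadjusted p under 0.05 as in the real split (86 to 255 genes), and likewise in 2 with the replicate block (286 to 1014). A camera p as small as the real one came from 1 split, the real one, for ERAD, polyunsaturated fatty acid synthesis and de novo lipogenesis, from 2 for the unfolded protein response and CREBH-responsive genes, from 3 for fatty acid biosynthesis and PPARA-responsive genes, and from 4 for cholesterol biosynthesis. For polyunsaturated fatty acid synthesis and de novo lipogenesis, this is no independent evidence. Those lists were separated after Supplementary file 4, from the same mice, had been read. Among the splits, camera gave p down to 2.48e-08 for the unfolded protein response and 3.61e-10 for cholesterol biosynthesis, so small p-values from camera arise from differences between mice other than genotype.

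The 16 tested genes within 500 kb of *Surf4* had a median log2 fold change of 0.01 and values from -0.31 to 0.56, and 0 of them had an unadjusted p under 0.05 with the replicate block.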
